# Transcriptomic sex differences in sensory neuronal populations of mice

**DOI:** 10.1038/s41598-020-72285-z

**Published:** 2020-09-17

**Authors:** Jennifer Mecklenburg, Yi Zou, Andi Wangzhou, Dawn Garcia, Zhao Lai, Alexei V. Tumanov, Gregory Dussor, Theodore J. Price, Armen N. Akopian

**Keywords:** Sensory processing, Sexual dimorphism, Pain

## Abstract

Many chronic pain conditions show sex differences in their epidemiology. This could be attributed to sex-dependent differential expression of genes (DEGs) involved in nociceptive pathways, including sensory neurons. This study aimed to identify sex-dependent DEGs in estrous female versus male sensory neurons, which were prepared by using different approaches and ganglion types. RNA-seq on non-purified sensory neuronal preparations, such as whole dorsal root ganglion (DRG) and hindpaw tissues, revealed only a few sex-dependent DEGs. Sensory neuron purification increased numbers of sex-dependent DEGs. These DEG sets were substantially influenced by preparation approaches and ganglion types [DRG vs trigeminal ganglia (TG)]. Percoll-gradient enriched DRG and TG neuronal fractions produced distinct sex-dependent DEG groups. We next isolated a subset of sensory neurons by sorting DRG neurons back-labeled from paw and thigh muscle. These neurons have a unique sex-dependent DEG set, yet there is similarity in biological processes linked to these different groups of sex-dependent DEGs. Female-predominant DEGs in sensory neurons relate to inflammatory, synaptic transmission and extracellular matrix reorganization processes that could exacerbate neuro-inflammation severity, especially in TG. Male-selective DEGs were linked to oxidative phosphorylation and protein/molecule metabolism and production. Our findings catalog preparation-dependent sex differences in neuronal gene expressions in sensory ganglia.

## Introduction

Many inflammatory, neuropathic and idiopathic chronic pain conditions, such as migraine, fibromyalgia, temporomandibular disorder (TMD/TMJ), irritable bowel syndrome (IBS), rheumatoid arthritis, neuropathies, have greater prevalence and/or symptom severity in women as compared to men^1–4^. Additionally, clinical and preclinical data suggest that sex differences in pain prevalence and chronicity is more often encountered for conditions associated with the trigeminal ganglion (TG) system than those that affect the dorsal root ganglia (DRG)^5–8^. Pain symptoms in women with these chronic conditions can change in line with alterations in gonadal hormone concentrations, and some pain conditions decrease in frequency or intensity after menopause^9–12^. These facts and the plethora of clinical and rodent data suggest a critical role for gonadal hormone in regulation of nociceptive plasticity^2,3^.

Gonadal hormones mainly regulate neuronal plasticity via a classic genomic pathway^13^. The genomic pathway involves binding of gonadal hormones to their receptors, nuclear translocation of the gonadal hormone receptor and regulation of transcription either via gonadal hormone responsive elements, such as the estrogen response element^14^ or modulation of other transcription factors^15^. These points suggest that sex differences in gene expression could be detected in nociceptive pathways of mice and humans. For instance, sex differences in expression of genes involved in pain and inflammation, such as *Ntrk1*, *Ccl2*, *Pdgfr*, *Traf3* and *Vegfa* were observed in human tibial nerve^16^. Neuropathic pain conditions are also associated with sex-dependent differential expression of inflammatory genes and transcription factors in human DRG tissues^17^.

Sex differences in gene expression can be identified in RNA sequencing (RNA-seq) experiments. A weakness of RNA-seq from whole tissue is that contributions of different cell types presented in tissue remain unsolved after analysis of RNA-seq data. Thus, when looking for sex differences in gene expression in sensory neurons, previously published conclusions often relied on RNA-seq data generated from whole ganglia. This approach is limited, since whole DRG or TG has many other cell types, and these non-neuronal ganglion cells are numerically predominant compare to sensory neurons. Therefore, the aims of the present study are (1) to examine sex differences in gene expression in enriched sensory neuron populations from both the TG and DRG of mice; and (2) to compare these results with expression in whole ganglia and hind paw of naïve mice. Recent publications indicate that sensory neuronal phenotypes could be influenced by the tissue target of innervation^18^. Accordingly, we also sought to define how innervation target impacts sex differences in gene expression. Overall, our work elucidates DEGs in sensory neurons of the DRG and TG in male and female mice and suggests potential pathways that may play differential roles in nociception and pain chronicity between sexes.

## Results

### RNA-Seq of female and male whole DRG and hind paw tissues

Since DRG neurons can interact with cells within the ganglion as well as cells in target tissues like skin to promote pain plasticity^19,20^, we have first evaluated potential sex differences in transcriptional profiles of whole DRG and hind paw tissues in females (all in the estrous phase) versus males (n = 3 per group/sex)^21^. 

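Whole DRG and hind paw tissues of C57BL/6J mice gave 12 RNA-seq libraries, 3 from females and 3 from males for each tissue. The methods describe naïve mice of 8 to 12 weeks with the females in the estrous phase, whereas the labels of the libraries give an age of up to 14 weeks and a paw injection of 20 µl of saline and name no estrous phase. For the tissues, the methods give L3–L5 DRG from the left and right sides and a 3 mm punch biopsy of the hind paw that took the epidermal and dermal layers and part of the fat beneath them. About 500 ng of RNA went into each library. The methods name oligo-dT primers and single reads of 50 bp for these tissues, and the labels name a kit that depletes ribosomal RNA and paired reads of 100 bp. Neither source names a sequencing batch for a library. The authors aligned the reads to the mm9 mouse genome with TopHat2 and counted them on each gene with HTSeq-count, and the deposited values are these read counts for 22609 gene symbols, without normalization. In whole DRG, between 8988497 and 13327072 reads per library were counted on genes, with a median of 10305439 in females and 9640484 in males. The hind paw libraries held between 6866545 and 13470783 reads on genes, with a median of 10956446 in females and 12469678 in males. The lowest of these totals belonged to male hind paw library 2, in which 13.6% of the listed reads were counted on genes and 55.5% aligned to more than 1 place. In the other 11 libraries, 23.8% to 28.1% of the listed reads were counted on genes and 37.3% to 43.2% aligned to more than 1 place. A count of 3 reads, taken as the smallest share that the depth can show, was between 2.23e-05% and 4.37e-05% of the reads on genes. That limit covers counting error only. Females were compared with males within each tissue by edgeR's quasi-likelihood test on the counts, with library sizes scaled by median-of-ratios factors, over the genes with at least 10 counts in at least 3 of the 6 libraries. The test covered 14456 genes in whole DRG and 14316 genes in the hind paw, and p-values were adjusted by the Benjamini-Hochberg procedure. A gene was selected as a DEG when its mean RPKM exceeded 1 in the sex with the higher mean, its fold change (FC) exceeded 2 and its p-value, or its adjusted p-value, was below 0.05. RPKM was calculated from the union of a gene's exons and the reads counted on genes. A log2 fold change above 0 means higher expression in females. With 3 libraries of each sex, an exact permutation test of a single gene cannot give a 2-sided p below 0.1.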

For further analysis of all presented in this manuscript RNA-seq data, we deselected X and Y chromosome-linked genes, such as inactive X specific transcript (*Xist*), ubiquitously transcribed tetratricopeptide repeat gene (*Uty*), lysine (K)-specific demethylase 5D (*Kdm5d*) and eukaryotic translation initiation factor 2, subunit 3, structural gene Y-linked (*Eif2s3y*). 

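Xist, listed in the files by its symbol (ENSMUSG00000086503), lies on chromosome X of mm9 from 100655714 to 100678556. In whole DRG its normalized count was 18080 ± 819 (SD, n = 3) in females and 42.6 ± 26.2 in males, and in the hind paw it was 34790 ± 1670 in females and 31.9 ± 26.8 in males. The log2 fold change of Xist was 8.81 (standard error 0.31, adjusted p = 3.18e-06) in whole DRG and 10.26 (standard error 0.58, adjusted p = 3.28e-04) in the hind paw, from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Uty (433304 to 582202), Kdm5d (234231 to 280254) and Eif2s3y (346986 to 365290) lie on the Y chromosome, as does Ddx3y (597158 to 623056), which was added as a check of the sex of each library. These 4 genes together had between 2222 and 4563 reads in each male library and between 0 and 5 reads in each female library. Their log2 fold changes lay between -12.23 and -8.87 in whole DRG and between -11.12 and -8.81 in the hind paw. The deselection removed every tested gene on the X or Y chromosome, 496 genes in whole DRG and 468 in the hind paw. In each tissue, 7 of the genes removed had an adjusted p-value below 0.05, the 5 named here and 2 further X-linked genes.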

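In whole DRG, 38 genes outside the X and Y chromosomes met the criteria at the unadjusted p-value, 30 with higher expression in females and 8 with higher expression in males. Over all tested genes outside X and Y, 828 had an unadjusted p-value below 0.05, where 698 would fall there by chance. Every female library lay above every male library in 13 of the 30 female-predominant genes, and every male library lay above every female library in 1 of the 8 male-predominant genes. The number of DEGs ranged from 13 to 110 when each of the 6 libraries was left out in turn. Without the filter on low counts it was 86. Of the 4 splits of the 6 libraries that part each female from the male of the same number, 3 gave at least as many DEGs, the split by sex included. When the same criteria were applied to the p-values and fold changes of the paper's supplementary file, a comparison chosen after seeing the data, 11 of the 38 genes were selected as well.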

Considering this deselection, transcriptomic analysis showed that there were as low as 14 sex-dependent differentially expressing genes (DEGs; RPKM > 1; FC > 2 and Pval < 0.05) in DRG tissues (Fig. 1A, Supplementary excel file). 

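Penk (ENSMUSG00000045573) lies on chromosome 4 of mm9 from 4060678 to 4065966, on the minus strand. Its normalized count in whole DRG was 42.5 ± 7.46 (SD, n = 3) in females and 92.8 ± 32.7 in males, which is an RPKM of 2.44 in females and 5.32 in males. The log2 fold change was -1.12 (standard error 0.27), and the paper's supplementary file gives -1.13. The unadjusted p-value was 0.00251 and the adjusted p-value was 0.743 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Each of the 3 male libraries had a higher count than each of the 3 female libraries (exact permutation test, 2-sided p = 0.1, the smallest p that 3 libraries against 3 allow). With each library left out in turn, the log2 fold change stayed between -1.34 and -0.84. The other 7 genes selected as higher in males had log2 fold changes between -2.49 and -1.38 and unadjusted p-values between 0.0265 and 0.0478, and in each of them the ranges of the male and female libraries overlapped.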

The only DEG in male was *Penk* (proenkephalin), an endogenous opioid, which has anti-nociceptive actions by producing opioid peptides such as enkephalin. 

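The 30 female-predominant genes in whole DRG had log2 fold changes between 1.00 and 2.80 and unadjusted p-values between 2.60e-04 and 0.0495. Their adjusted p-values lay between 0.376 and 0.743 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Biological processes were not analysed here.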

Gene clustering according to biological processes using the PANTHER software assigned 5 female-selective DEGs to the cell population homeostasis process (Fig. 1B). This small numbers of female-predominant DRG DEGs were *Lilrb3* (leukocyte immunoglobulin-like receptor subfamily B member 3); *Rhag* (aka CD241; rh-associated glycoprotein); IL7r (aka CD127; interleukin-7 receptor), which is critical for V(D)J recombination; *Alas2* (delta-aminolevulinate synthase 2) genes, which participate in tissue repair^22,23^ and *Rag1* (recombination activating gene 1), which is also vital for T-cell receptor V(D)J recombination. 

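Lilrb3 (chromosome 7, 3663011 to 3671993) had a normalized count of 59.5 ± 20.0 (SD, n = 3) in females and 29.5 ± 14.2 in males. The log2 fold change of this gene was 1.04 (standard error 0.37, unadjusted p = 0.0209). For Rhag (chromosome 17, 40948075 to 40977703), the count was 25.9 ± 4.78 in females and 10.6 ± 8.17 in males, a log2 fold change of 1.33 with a standard error of 0.45, and the unadjusted p-value was 0.0175. Il7r (chromosome 15, 9435916 to 9459631) had normalized counts of 27.6 ± 12.6 in females and 12.2 ± 7.26 in males. Its log2 fold change was 1.26 (standard error 0.52, unadjusted p = 0.0401), and its mean RPKM in females, 0.807, was below the criterion of 1. Alas2 lies on the X chromosome (146981918 to 147005181) and was deselected for that reason. Its count was 238 ± 65.4 in females and 102 ± 57.2 in males, with a log2 fold change of 1.27 and a standard error of 0.41. The unadjusted p-value of Alas2 was 0.0136. Rag1 (chromosome 2, 101478439 to 101489658) had normalized counts of 34.3 ± 12.6 in females and 12.6 ± 8.96 in males and a mean RPKM of 0.487 in females, below the criterion. Its log2 fold change was 1.49 (standard error 0.46, unadjusted p = 0.0107). The adjusted p-value of each of these 5 genes was 0.743 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The female and male libraries did not overlap in 4 of them and overlapped in Il7r. When each library was left out in turn, the unadjusted p-value rose as far as 0.0700 for Lilrb3, 0.0643 for Rhag and 0.120 for Il7r, and no further than 0.0438 for Alas2 and 0.0411 for Rag1.

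**Figure D1:**
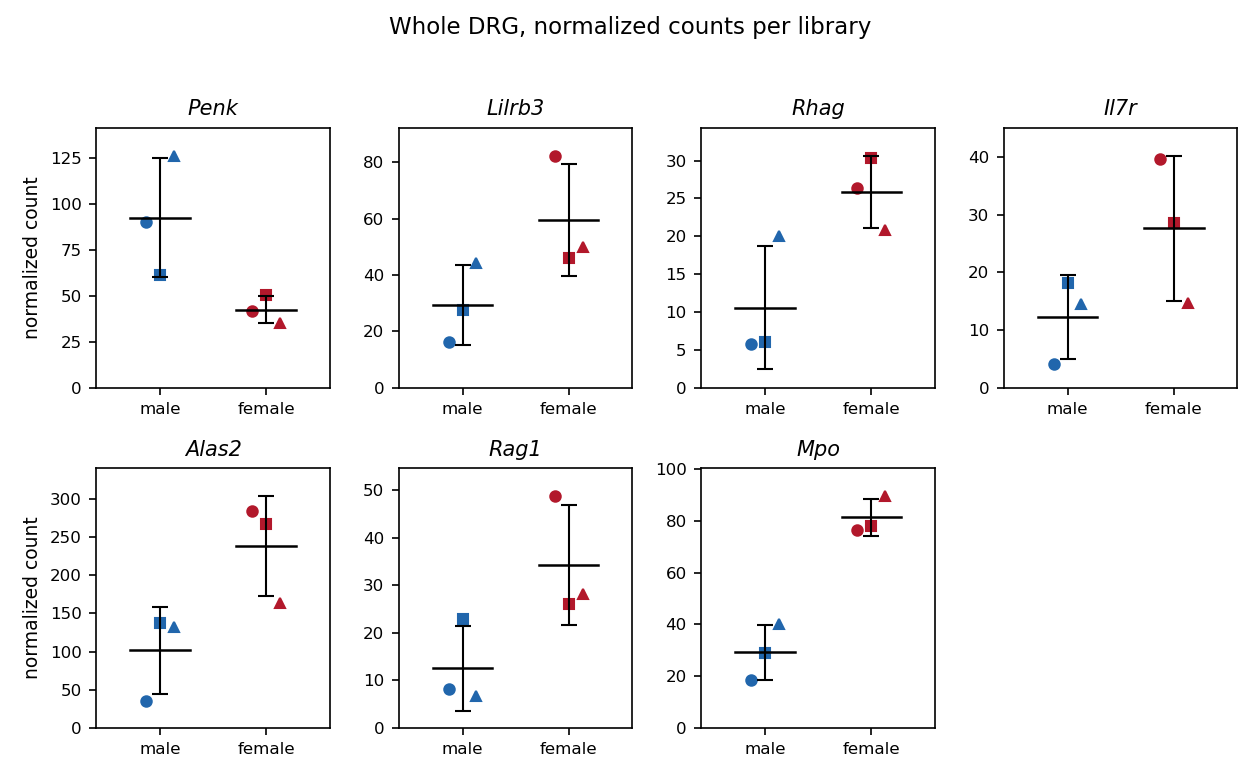
Normalized counts in whole DRG for Penk, the 5 female-predominant genes and Mpo, with 3 male (blue) and 3 female (red) libraries each. Circles, squares and triangles are libraries 1, 2 and 3, horizontal lines are means and bars are SD; the Penk means are 92.8 in males and 42.5 in females, and the libraries of the 2 sexes overlap only in Il7r.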

Strengthening selection criteria for sex-dependent DRG DEGs to RPKM > 1; FC > 2 and Padj < 0.05 left a solitary female-predominant DEG—myeloperoxidase (*Mpo*).

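Mpo (ENSMUSG00000009350) lies on chromosome 11 of mm9 from 87607083 to 87617915. Its normalized count was 81.3 ± 7.26 (SD, n = 3) in females and 29.2 ± 10.6 in males, and its mean RPKM was 2.23 in females. The log2 fold change was 1.50 (standard error 0.26), and it stayed between 1.23 and 1.80 with each library left out in turn. The unadjusted p-value was 2.60e-04, the lowest of the 38 DEGs. The adjusted p-value was 0.376 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and the paper's reported value is 6.93e-05. With edgeR's exact test in place of the quasi-likelihood test the adjusted p-value of Mpo was 1.88e-04, and with DESeq2's Wald test it was 0.00265. At an adjusted p-value below 0.05, 0 genes outside X and Y were selected in whole DRG, against the 828 genes with an unadjusted p-value below 0.05. The exact test selected 1 gene and DESeq2 selected 2. From the number of DEGs, the paper concludes that the sexes differ relatively little in the transcriptome of whole DRG.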

**Figure 1:**
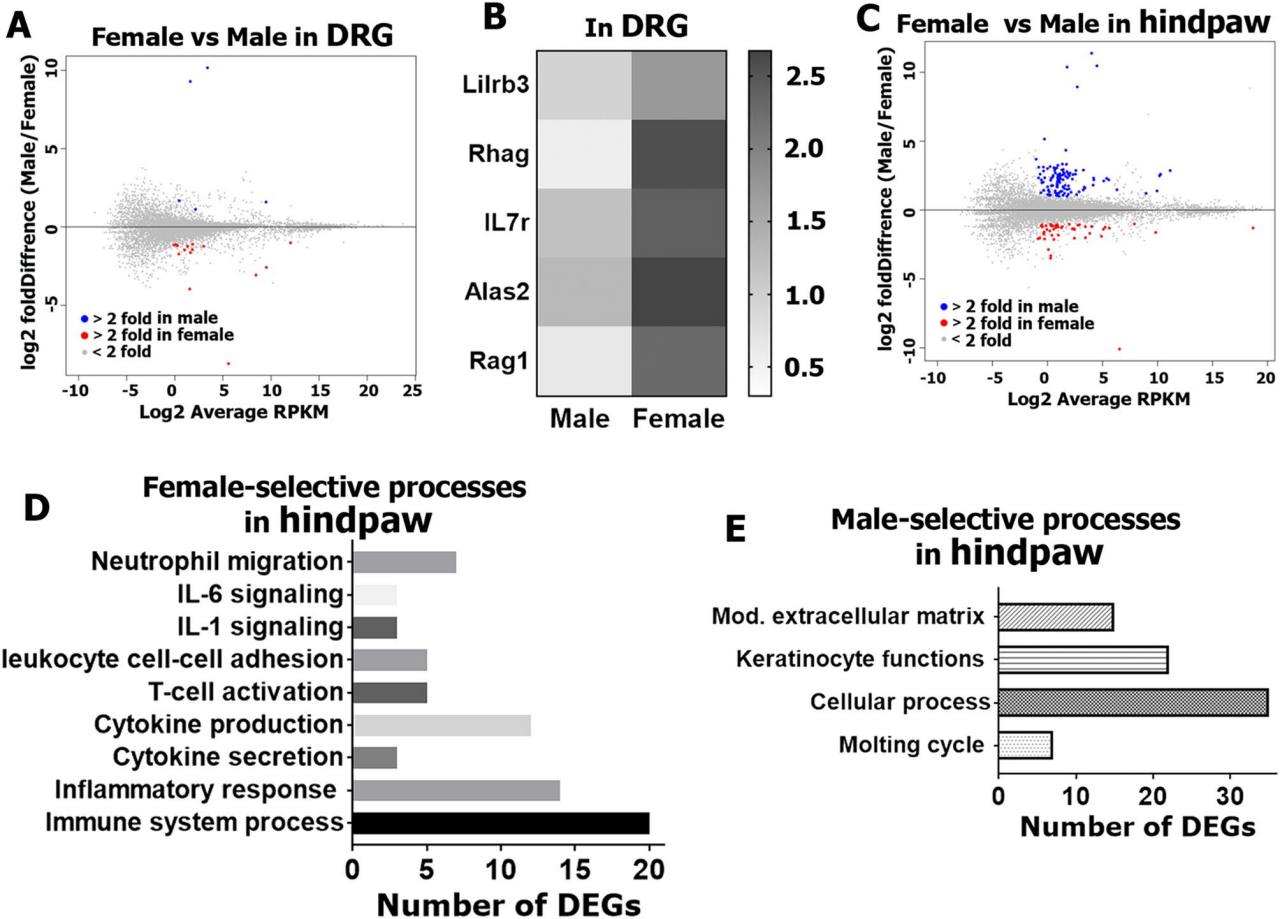
RNA-Seq of female and male whole DRG and hindpaw tissues. Summary plots of DEGs (RPKM > 1; FC > 2; Pval < 0.05) in female and male DRG (**A**) and hindpaw tissues (**C**); (n = 3). Data from mean values of DEGs are shown. Blue dots are male DEGs, red dots are female DEGs. (**B**) Female-predominant DRG DEGs linked to the cell population homeostasis process. Numbers of DEGs involved in female (**D**) and male selective (**E**) biological processes in hindpaws.

The number of sex-dependent DEGs (RPKM > 1; FC > 2 and Pval < 0.05) in the hind paw was higher at 142 (Fig. 1C; Supplementary excel file). 

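In the hind paw, 143 genes outside the X and Y chromosomes met the criteria at the unadjusted p-value, 46 with higher expression in females and 97 with higher expression in males. Among all tested genes outside X and Y, 1345 had an unadjusted p-value below 0.05, where chance would give 692. The libraries of the 2 sexes did not overlap in 41 of the 46 female-predominant genes and in 86 of the 97 male-predominant genes. Leaving out each library in turn gave between 125 and 162 DEGs. Requiring an RPKM above 1 in both sexes left 68. The split by sex gave the most DEGs of the 4 splits that part each female from the male of the same number. Among all 10 splits, 2 gave at least as many, the split by sex included. The other, with male library 1 and female libraries 1 and 2 on one side, gave 283 DEGs. With the p-values and fold changes of the paper's supplementary file, a comparison chosen after seeing the data, 119 of the 143 genes were selected as well. A set of 12 genes that mark skeletal muscle held between 0.401% and 1.80% of the reads on genes in the 6 hind paw libraries. The medians of the set were 1.01% in females and 1.45% in males, without muscle genes outside it. Whether a sex difference differed between the 2 tissues was tested over all 12 libraries by the interaction of sex and tissue. Of the 15666 genes tested, 2 outside X and Y, Kcnk1 and Hal, had an adjusted p-value below 0.05 for this interaction in edgeR's quasi-likelihood test, and 1168 had an unadjusted p-value below 0.05.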

Female-predominant DEGs in the hind paw covered several biological processes, which were mainly immune cell function related (Fig. 1D). 

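Chemokine and interleukin ligands were tested as a family defined by their symbols, which start with Ccl, Cxcl or Il and a digit, with receptors left out. The family held 34 tested genes in the hind paw, of which 24 had a higher mean in females and 10 in males, with a median log2 fold change of 0.26. The shift toward females had a p-value of 0.00482 in limma's fry rotation test, a directional test of a gene set. The p-value was 0.0311 with the replicate number as a block. Across the fits that each left out 1 library, it lay between 0.00394 and 0.0339.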

A majority of these female DEGs encode pro inflammatory proteins (Fig. 2A), which are known to sensitize nociceptive pathways. These DEGs include IL-6 and IL-1β cytokines, which are key inflammatory signals in many pain conditions such as fibromyalgia, rheumatoid arthritis, irritable bowel syndrome, etc.^24^; Cxcl1, Cxcl2, Cxcl5, Ccl7 and Ccl8 chemokines, which are known to be involved in nerve injury and chemotherapy-induced neuropathic pain^25–27^. 

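Il6 (chromosome 5, 30339701 to 30346508) had a normalized count of 32.0 ± 9.73 (SD, n = 3) in females and 13.6 ± 12.0 in males. Its log2 fold change was 1.25 (standard error 0.66, unadjusted p = 0.0942), and the ranges of the sexes overlapped. Il1b (chromosome 2, 129190306 to 129196875) had normalized counts of 105 ± 16.5 in females and 41.0 ± 20.8 in males. The log2 fold change of Il1b was 1.42 (standard error 0.37, unadjusted p = 0.00488). The chemokine genes lie on chromosome 5, with Cxcl5 from 91188325 to 91190651, Cxcl1 from 91320267 to 91322141 and Cxcl2 from 91332897 to 91334935, and on chromosome 11, with Ccl7 from 81859214 to 81861027 and Ccl8 from 81928687 to 81930301. The normalized count of Cxcl1 was 154 ± 8.04 in females and 66.7 ± 40.2 in males. For Cxcl2 it was 80.3 ± 35.4 in females and 31.0 ± 14.6 in males. For Cxcl5 it was 54.7 ± 26.9 in females and 15.4 ± 8.59 in males. Ccl7 had normalized counts of 221 ± 23.1 in females and 114 ± 53.7 in males. Ccl8 had normalized counts of 55.0 ± 2.31 in females and 26.2 ± 9.34 in males. Their log2 fold changes were 1.27 for Cxcl1 (unadjusted p = 0.0205), 1.37 for Cxcl2 (unadjusted p = 0.0116), 1.90 for Cxcl5 (unadjusted p = 0.00927), 0.98 for Ccl7 (unadjusted p = 0.0205) and 1.02 for Ccl8 (unadjusted p = 0.00425). The fold change of Ccl7 was below the criterion of 2. In Il1b and the 5 chemokine genes, each female library had a higher count than each male library (exact permutation test, 2-sided p = 0.1, the smallest that 3 against 3 allow). The adjusted p-values of these 7 genes lay between 0.237 and 0.611 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. With each library left out in turn, the unadjusted p-value reached 0.226 for Il6 and 0.0559 for Ccl7, and at most 0.0481 for the other 5 genes.

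**Figure D2:**
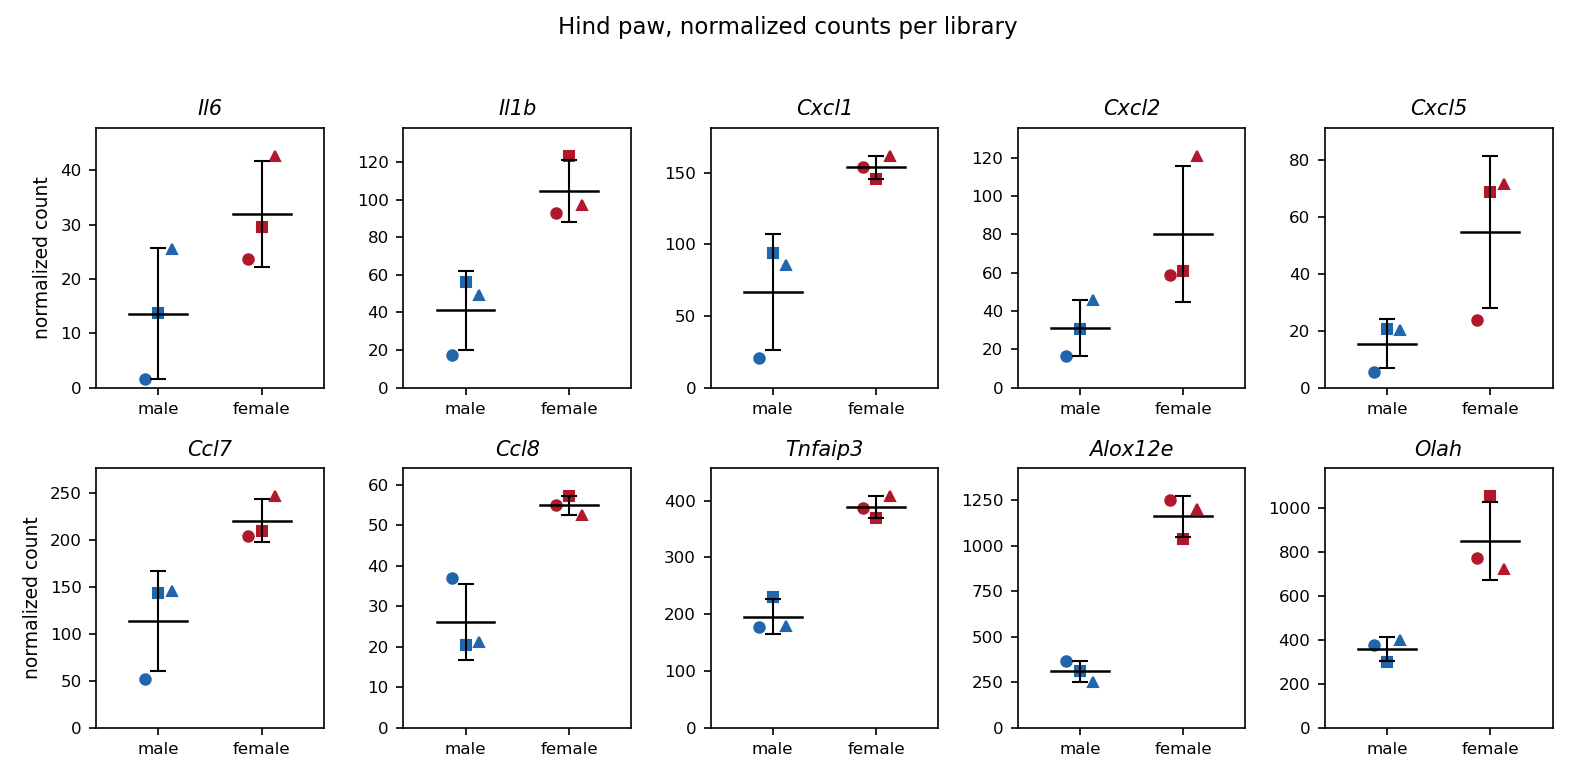
Normalized counts in the hind paw for 2 cytokine genes, 5 chemokine genes, Tnfaip3, Alox12e and Olah, with 3 male (blue) and 3 female (red) libraries each. Circles, squares and triangles are libraries 1, 2 and 3, horizontal lines are means and bars are SD; the libraries of the 2 sexes overlap in Il6 and are apart in the other 9 genes.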

Unlike pro-inflammatory DEGs participating in pain promotion, among female-predominant DEGs was TNF-α regulated *Tnfaip3* (tumor necrosis factor, alpha-induced protein 3), which can inhibit NF-kappa B activation and is critical for limiting inflammation^28^. 

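Tnfaip3 (ENSMUSG00000019850) lies on chromosome 10 of mm9 from 18720716 to 18735463. Its normalized count was 388 ± 19.4 (SD, n = 3) in females and 196 ± 30.4 in males, and each female library was above each male library. The log2 fold change was 1.00 (standard error 0.13), just under the 2-fold criterion before rounding, so Tnfaip3 was not selected. The adjusted p-value was 0.0373 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Across the fits without each library, the log2 fold change was at least 0.94.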

Female DEGs in hind paws also contained lipid metabolism related genes—*Alox12e* and *Olah*, which increases arachidonic and linoleic acid lipid metabolites that are also known to activate the nociceptive pathway^29,30^. 

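Alox12e (ENSMUSG00000018907) lies on chromosome 11 of mm9 from 70129112 to 70136130 and had a normalized count of 1163 ± 112 (SD, n = 3) in females and 310.2 ± 59.5 in males. Its log2 fold change was 1.91 (standard error 0.15, adjusted p = 0.00354, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Olah (ENSMUSG00000026645) lies on chromosome 2 from 3259254 to 3283863 and had normalized counts of 851 ± 179 in females and 359 ± 53.4 in males, with a log2 fold change of 1.24 and a standard error of 0.17. The unadjusted p-value of Olah was 8.60e-05 and its adjusted p-value was 0.0535 from the same test. Both genes separated the 3 female from the 3 male libraries. With each library left out in turn, the log2 fold change stayed between 1.77 and 2.07 for Alox12e and between 1.05 and 1.34 for Olah.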

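Of the 97 genes selected as higher in male hind paw, 40 belonged to the keratin (Krt) and keratin associated protein (Krtap) families, 16 to Krt and 24 to Krtap. None of the 46 genes selected as higher in females belonged to either. At an adjusted p-value below 0.05, 0 of the 40 genes remained, and with DESeq2 in place of edgeR 13 genes of these families were selected at that threshold. The families were also tested whole, as every tested gene with such a symbol. The 72 genes had a median log2 fold change of -2.25, and 65 of them had a higher mean in males, with RLE and with TMM normalization alike. The p-value of the shift toward males was 0.0300 in limma's fry rotation test, 0.0228 for the 44 Krt genes and 0.0374 for the 28 Krtap genes. With the replicate number as a block, the p-value for both families together was 0.103. It lay between 0.0288 and 0.104 when each library was left out in turn. The mean log2 CPM of the Krtap genes, relative to the mean of the 6 libraries, was between 0.35 and 1.44 in males and between -1.93 and -0.39 in females. For the Krt genes it was between 0.19 and 0.79 in males and between -1.31 and -0.13 in females. A set of 11 genes that mark hair follicles and belong to neither family also had higher means in males in each of its genes, with a fry p-value of 0.0276.

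**Figure D3:**
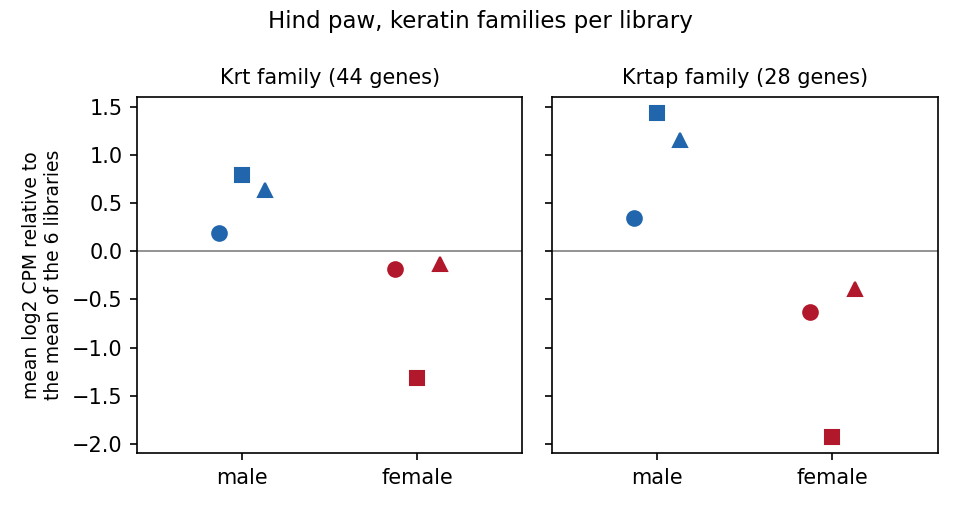
Mean log2 CPM of the 44 Krt genes and the 28 Krtap genes in each hind paw library, relative to the mean of the 6 libraries, with males in blue and females in red and circles, squares and triangles for libraries 1, 2 and 3. The 3 male libraries lie above 0 and the 3 female libraries below 0 in both families, with female library 2 the lowest at -1.31 for Krt and -1.93 for Krtap.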

The male-specific DEGs in the hind paw included mostly genes modulating extracellular matrix and keratinocyte functions via increased expression of many members of keratin (*Krt*) and keratin associated protein (*Krtap*) family members (Figs. 1E, 2B). The contribution of these genes to pain pathways has not been studied. 

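At an adjusted p-value below 0.05, 9 genes outside X and Y met the criteria in the hind paw, 4 with higher expression in females and 5 with higher expression in males, from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The number was 73 with edgeR's exact test, 60 with DESeq2's Wald test and 3 with the replicate number as a block in the quasi-likelihood test. Leaving out each library in turn gave between 0 and 6, against 1345 genes with an unadjusted p-value below 0.05 in the whole set of libraries. Of the 4 splits that part each female from the male of the same number, the split by sex alone had a gene past this threshold.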

Strengthening selection criteria to RPKM > 1; FC > 2 and Padj < 0.05 reduced numbers of sex-dependent hind paw DEGs to 18 female and 33 male-selective DEGs. Importantly, these female DEGs are still linked to immune processes, and male DEGs are associated with keratinocyte functions.

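The 4 female-predominant genes past the adjusted threshold were Alox12e, Btc (chromosome 5, 91786287 to 91831939), Hal (chromosome 10, 92951513 to 92982049) and ENSMUSG00000051748 (chromosome 11, 83560442 to 83566144). Btc had normalized counts of 528 ± 86.7 (SD, n = 3) in females and 131 ± 43.3 in males. Its log2 fold change was 2.01 (adjusted p = 0.0294, edgeR's quasi-likelihood test). Those of Hal were 2063 ± 164 in females and 826 ± 135 in males, and its log2 fold change was 1.32 with an adjusted p-value of 0.0109. For ENSMUSG00000051748 the log2 fold change was 1.01 with an adjusted p-value of 0.0216. The 5 male-predominant genes were Rptn, Crnn (chromosome 3, 92948709 to 92953393), Aox4 (chromosome 1, 58267241 to 58325441), Kcnk1 (chromosome 8, 128519002 to 128554583) and Fras1 (chromosome 5, 96802974 to 97213747). Rptn had normalized counts of 1911 ± 282 in females and 5286 ± 889 in males, and those of Crnn were 94.0 ± 6.17 in females and 284 ± 43.6 in males. The log2 fold changes were -1.59 for Crnn, -1.47 for Rptn, -1.32 for Aox4, -1.30 for Kcnk1 and -1.14 for Fras1, with adjusted p-values between 0.00964 and 0.0217 from the same test. In each of these 9 genes the 3 female and the 3 male libraries did not overlap. The paper reasons from the female-predominant genes, most of which it describes as pro inflammatory and known to sensitize nociceptive pathways, and states that the stricter selection keeps the link to immune processes in females and to keratinocyte functions in males.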

**Figure 2:**
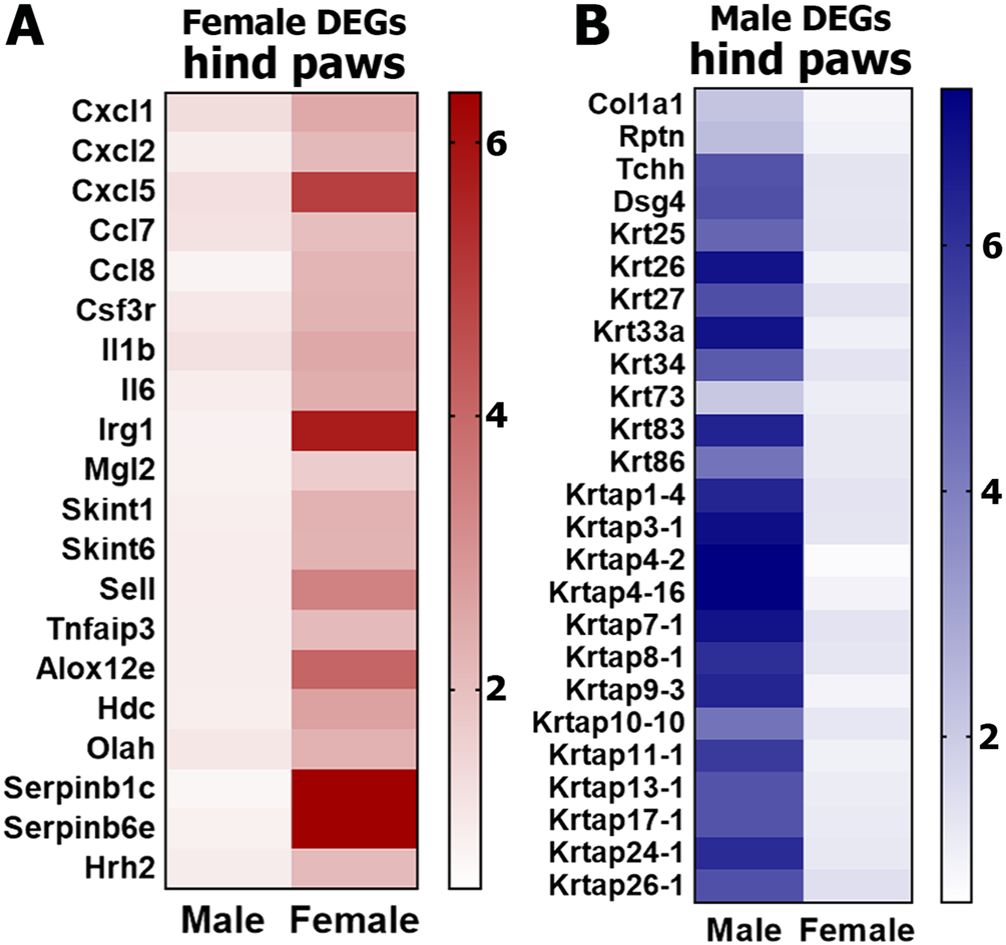
Female and male predominantly expressing hind paw DEGs. Sex-dependent DEGs in hindpaw tissues are: (**A**) inflammatory genes expressing more in female hindpaw; (**B**) epidermal DEGs, especially keratins and keratin-associated protein genes expressing more in male hindpaw.

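The paper chose the genes of Fig. 2A and Fig. 2B as DEGs from the same experiment. Their directions, low p-values and separation here are therefore no independent support for a sex difference. All 20 genes of Fig. 2A passed the filter on low counts in the hind paw and had a higher mean in females, with log2 fold changes between 0.92 and 3.63 and a median of 1.26. Of these genes, 19 had an unadjusted p-value below 0.05, 2 (Alox12e and Tnfaip3) had an adjusted p-value below 0.05 and 15 met all criteria. Il6 was not selected because of its p-value, and Ccl7, Tnfaip3 and Mgl2 (log2 fold change 0.92) because of the fold change. The libraries of the 2 sexes did not overlap in 18 of the 20 genes. The largest change was in Serpinb6e (chromosome 13, 33924214 to 33935277), with normalized counts of 35.2 ± 20.8 (SD, n = 3) in females and 3.12 ± 1.83 in males. The 25 genes of Fig. 2B had a higher mean in males, with log2 fold changes between -3.33 and -1.11 and a median of -2.35. Of these, 24 had an unadjusted p-value below 0.05, 1 (Rptn) had an adjusted p-value below 0.05 and 23 met all criteria. Krt25 was not selected, with an unadjusted p-value of 0.0576, and Krtap10-10 was not selected because the annotation gives it no length for an RPKM. Krtap4-16 (chromosome 11, 99711969 to 99712922) changed most, with normalized counts of 4.86 ± 4.02 in females and 48.9 ± 14.0 in males, and Col1a1 (chromosome 11, 94797538 to 94814356) had the highest counts of the set, 15410 ± 3170 in females and 35630 ± 8300 in males. The male and female libraries did not overlap in 24 of the 25 genes.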

### RNA-Seq of female and male DRG and TG sensory neuronal enriched fractions

Previous reports suggest that sensory neuronal mechanisms, which are manifested at either peripheral or central terminals, could be one of the primary contributors to sexual dimorphisms in chronic pain mechanisms^3^. Our flow cytometry measurements of DRG single-cell suspensions from CGRP^cre-ER/+^/Rosa26^LSL-tDTomato/+^ reporter mice showed that only 2 ± 1.3% (n = 3) of total viable cells were CGRP-cre^+^. Since approximately 40–50% of DRG neurons are peptidergic (i.e. CGRP)^31^, we can estimate that the overall percentage of sensory neurons among all DRG cells is ~ 3–5%. Although, neurons contain more total RNA than non-neuronal DRG cells due to their larger size, RNA-seq data from whole ganglia likely mainly represent the transcriptome of non-neuronal DRG cells, and at the very least under-represents neurons. Hence, to gain better insight into transcriptomic sex differences at the sensory neuron level, we purified DRG and TG sensory neuronal enriched fractions using a Percoll gradient-based approach. Flow cytometry data with a purified sensory neuronal fraction from CGRP^cre-ER/+^/Rosa26^LSL-tDTomato/+^ reporter mouse DRG showed that 35 ± 6.1% (n = 3) of viable cells were CGRP-cre^+^. This indicates that sensory neurons constitute 85–95% of a purified neuronal fraction, since ≈ 40–50% of all DRG sensory neurons are CGRP^+^ as measured by immunohistochemistry^31^.

Our transcriptomic analysis revealed 963 sex-dependent DEGs (RPKM > 1; FC > 2 and Pval < 0.05) in TG (Fig. 3A, Supplementary excel file), and 540 genes in DRG sensory neurons (Fig. 3B, Supplementary excel file). This DEG numbers were far greater than we observed using a whole DRG approach for RNA-seq (14 DEGs). This suggests that neuronal enrichment increases the ability to discern sensory neuronal-based sex differences.

**Figure 3:**
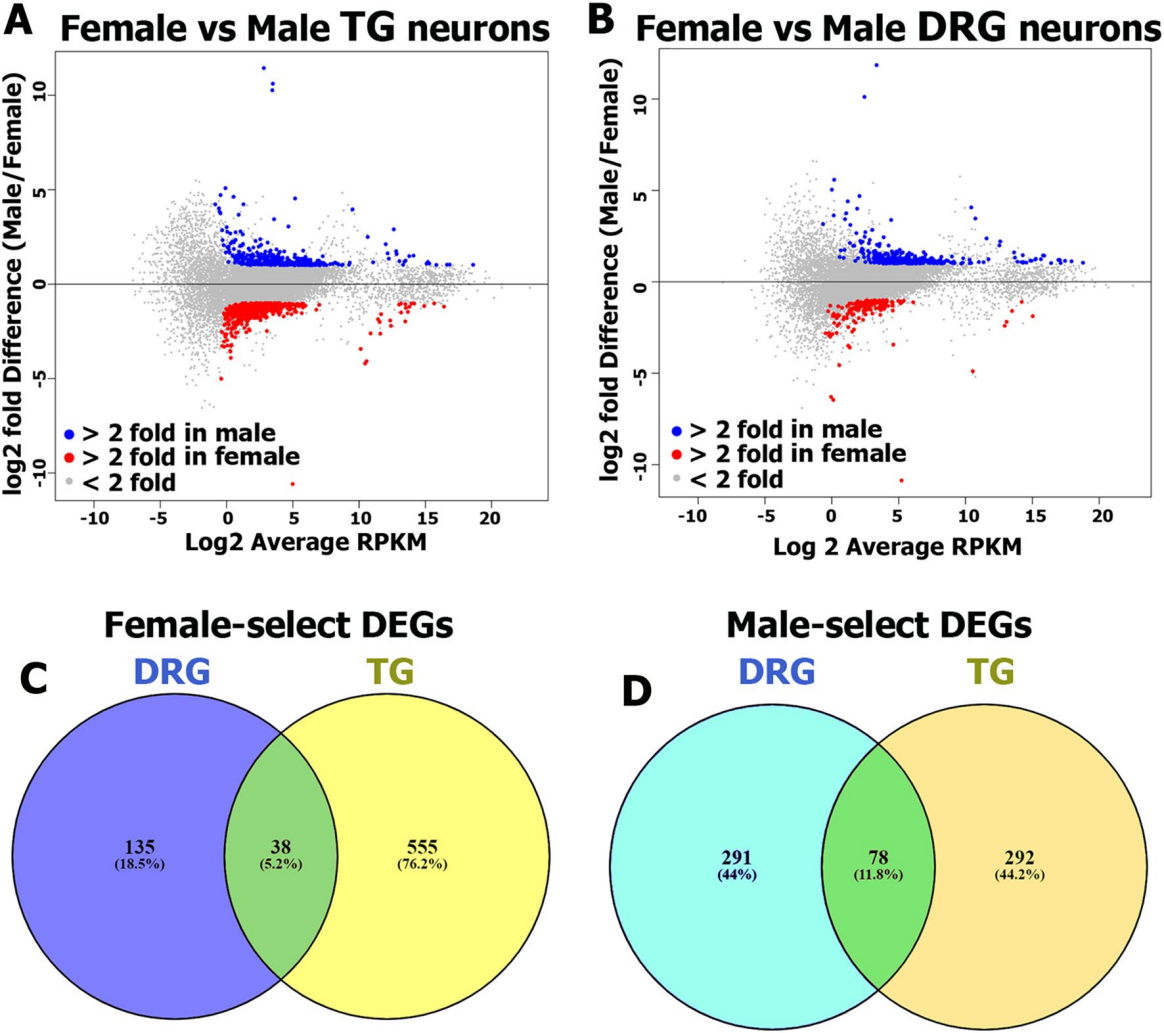
RNA-Seq of female and male DRG and TG sensory neurons. Summary plots of DEGs (RPKM > 1; FC > 2; Pval < 0.05) in female (red dots) and male (blue dots) TG (**A**) and DRG (**B**) neurons; n = 3. Data from mean values of DEGs are shown. (**C**) Venn diagram for RPKM > 1, FC > 2 and Pval < 0.05 female-predominantly expressing TG and DRG sensory neuronal genes. All female DEGs are divided: 555 (76.2%)—only in TG; 135 (18.5%)—only in DRG; and 38 (5.2%)—in both TG and DRG sensory neurons. (**D**) Venn diagram for RPKM > 1, FC > 2 and Pval < 0.05 male-predominantly expressing TG and DRG sensory neuronal genes. All male DEGs are divided: 292 (44.2%)—only in TG; 291 (44%)—only in DRG; and 78 (11.8%)—in both TG and DRG sensory neurons.

Female-selective DEGs were greater in number in TG compared to DRG, 594 to 172, respectively. Moreover, only 38 female-selective DEGs were common for DRG and TG (Fig. 3C). In contrast, DRG and TG neurons contained approximately equal numbers of male-selective DEGs, 368 and 369, respectively. Although male-selective DEGs were almost equal in DRG versus TG, only 79 of these DEGs with male-predominant expression were differentially expressed in both TG and DRG neurons (Fig. 3D). Consequently, there were many unique DEGs for both DRG and TG (Fig. 3D). Highly expressed and/or regulated female- and male-selective DEGs in TG and DRG neurons are presented in Table 1 (see also Supplementary excel files). These data suggest that a surprising number of sex differences are not consistent between ganglia, a finding that is consistent with other measures indicating important differences between the TG and DRG^32,33^.

**Table 1:** Highly expressing and/or regulated sex-dependent DEGs in sensory neurons.

Gene ID	Female (RPKM)	Male (RPKM)	FC	Ganglia	Functional cluster
LTbR	9.4134	2.3504	**6.1**	DRG-per	Immune processes
Pdgfb	14.3196	4.5201	**4**	DRG-per	Growth factor and receptors
Ier5	12.1479	4.5225	**2.7**	DRG-per	Transcription
Il33	20.2942	8.0692	**2.5**	DRG-per	Immune processes
Vtn	39.8644	15.8489	**2.5**	DRG-per	Cell adhesion
Cd74	84.1816	38.4553	**2.2**	DRG-per	Immune processes
Tnfrsf11a	13.3066	6.4695	**2.1**	DRG-per	Immune processes
Tnfrsf1a	25.8606	12.3243	**2.1**	DRG-per	Immune processes
Notch3	19.2212	3.5448	**5.5**	TG-per	Transcription activator
Icam1	25.7730	7.6667	**3.5**	TG-per	Extracellular matrix
Cntfr	9.7744	3.3522	**2.9**	TG-per	Growth factor and receptors
Col1a2	55.3372	19.8403	**2.8**	TG-per	Extracellular matrix
Ephb6	34.2972	12.7276	**2.7**	TG-per	Transcription
Socs3	19.2212	7.3801	**2.6**	TG-per	Transcription
Cd74	101.0626	41.2613	**2.5**	TG-per	Immune processes
Nts	1.5979	9.6273	*6.3*	DRG-per	Ligand
Cbr3	5.0846	23.7600	*4.2*	DRG-per	Oxidation–reduction
Rpl13	9.8586	28.0830	*3*	DRG-per	Translation
Med27	8.5363	22.0349	*2.8*	DRG-per	Transcription
Ndufa8	69.0643	164.7326	*2.4*	DRG-per	Cellular respiration
Bud31	26.8360	87.8333	*3.2*	TG-per	Transcription
Cycs	2.8780	6.4099	*3.0*	TG-per	Oxidation–reduction
Glrx3	6.0700	16.7323	*2.7*	TG-per	Oxidation–reduction
Rpl15	24.2493	57.6599	*2.5*	TG-per	Translation
Psmd10	11.2953	25.5359	*2.3*	TG-per	Proteasome complex
Habp4	37.4722	9.8522	**3.8**	DRG-WGA	Transcription
Ajuba	16.1277	4.8867	**3.3**	DRG-WGA	Protein complexes
Cd74	8.0827	2.6312	**3.1**	DRG-WGA	Immune processes
Sox10	61.8918	19.7046	**3.1**	DRG-WGA	Transcription
Fbxo31	82.1134	35.7397	**2.3**	DRG-WGA	Proteasome complex
Fam176b	68.1104	32.7675	**2.1**	DRG-WGA	???
Tmem173	6.9528	27.0744	*4*	DRG-WGA	Immune processes
Alkal2	55.0269	139.9446	*2.5*	DRG-WGA	Ligand for trk receptors
Arxes2	82.6752	172.6092	*2.2*	DRG-WGA	Nervous system develop
Adamts8	6.0444	13.3836	*2.1*	DRG-WGA	Enzyme
Pkib	21.9057	47.3196	*2.1*	DRG-WGA	Channel regulator

*FC* fold change; italic font shows male-selective and bold font represents female-selective DEGs. *DRG-per* are DRG neurons enriched by Percoll; *TG-per* is TG neurons enriched by Percoll; *DRG-WGA* are neurons innervating hindpaw skin and thigh muscle. ???—unknown functional cluster.

### Female-selective DEGs in DRG and TG sensory neuronal enriched fractions

We used the PANTHER over-representation test (https://www.pantherdb.org/) to identify distinct biological process clusters for female-selective DEGs from Percoll enriched DRG and TG sensory neuronal fractions (Figs. 4A, 4B). While the TG contains as much as threefold more female-selective DEGs (Fig. 3C), our analysis showed that biological processes linked to female-selective DEGs were similar in DRG vs TG. However, two key differences were noted. First, the TG contains a separate large female-selective DEG cluster involved in nervous system development, including synapse pruning, synaptic vesicle docking, neuron remodeling, neurogenesis, dendritic spine morphogens and regulation of neuronal apoptotic processes (Fig. 4C). Second, similar biological processes, such as extracellular matrix organization, angiogenesis and vascular development, cell adhesion, lipid metabolism, and regulation in epithelial cell, endothelial cell, bone and fibroblasts, include different sets of female-selective DEGs in TG compared to DRG neurons. We also performed a different DEG analysis using PANTHER software, which groups genes according to their functions.

**Figure 4:**
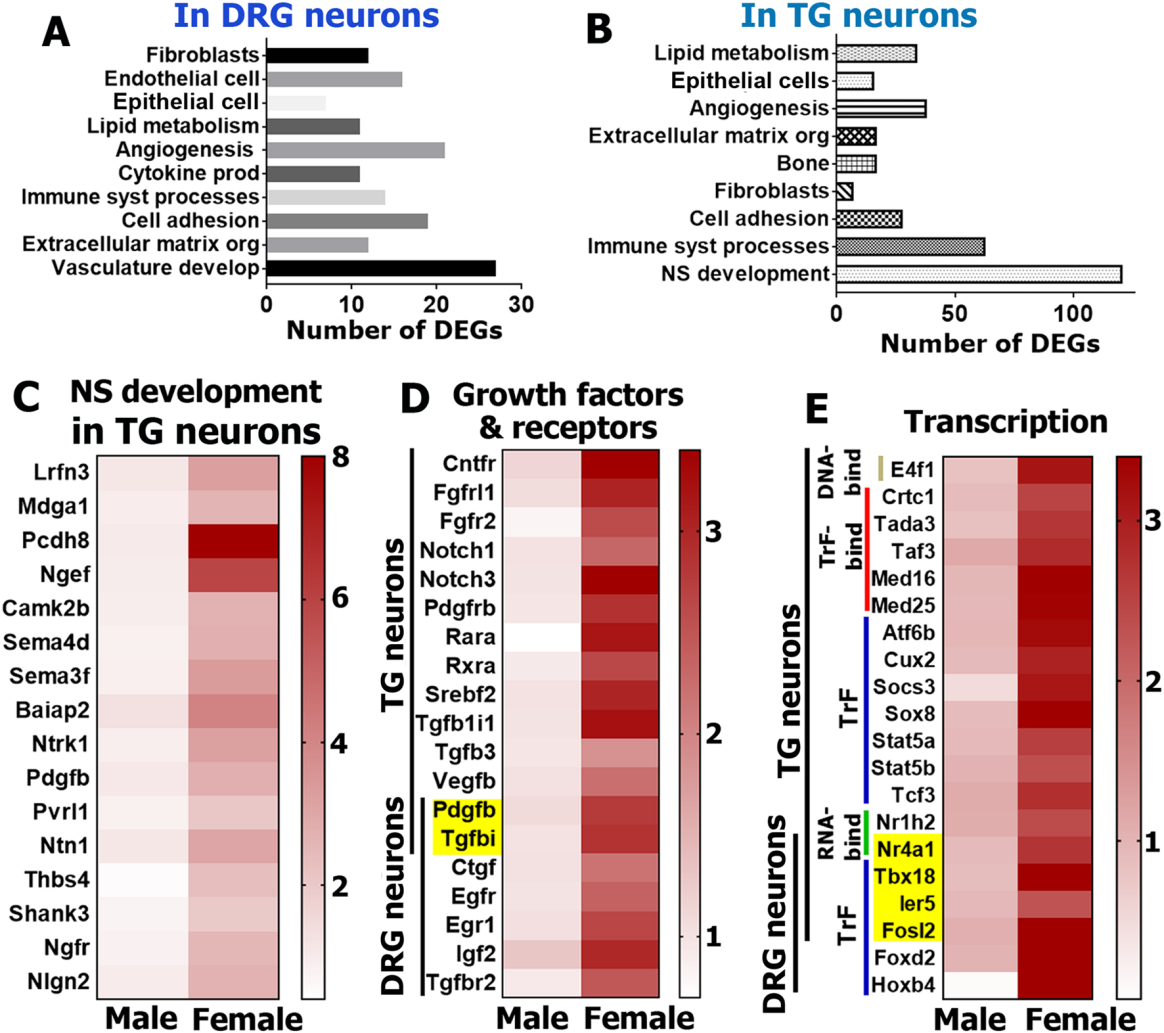
Female-selective DEGs in DRG and TG sensory neurons. Biological processes for female-selective DEGs (RPKM > 1, FC > 2 and Pval < 0.05) in DRG (**A**) and TG (**B**) neurons. (**C**) A set of female-selective DEGs in TG sensory neurons that are involved in the nervous system development process. (**D**) Growth factor and their receptor female-selective DEGs in TG and DRG neurons. (**E**) Transcription machinery female-selective DEGs in TG and DRG sensory neurons. Genes belonging to RNA binding factors are marked as *RNA-bind* (green); DNA binding factors are *DNA-bind* (khaki); transcription factor binding proteins are *TrF-bind* (red); and transcription factors are *TrF* (blue). Yellow boxes on the *panels D* and *E* indicate female-selective DEGs, which were found in both female TG and DRG sensory neurons. Location of TG and DRG neuron female-selective DEGs are marked with vertical lines on the panels (**D**) and (**E**).

The first cluster contained growth factors and their receptor genes (Fig. 4D). These genes are involved in nervous system development, epithelial cell proliferation, bone development, reposes to lipid, immune system processes, epidermis development, cell–cell adhesion, cell-extracellular matrix adhesion, angiogenesis, etc. (www.uniprot.org). Female DEGs of this cluster were found primarily in TG sensory neurons (Fig. 4D). Among noteworthy growth factor DEGs in TG neurons were *Notch*, *Pdgf* (platelet derived growth factor), *Fgfr* (fibroblast growth factor receptor), *Rara* and *Rxra* (retinoic acid receptors) and *Tgf* (transforming growth factor) families (Fig. 4D). This functional cluster of DEGs are also found in female DRG neurons (Fig. 4D). Thus, *Igf2* (insulin-like growth factor 2) and *Egfr* (epidermal growth factor receptor) are deferentially expressed only in female DRG neurons (Fig. 4D). Additionally, some DEGs belonging to this cluster could be found in both TG and DRG neurons (marked by yellow boxes; Fig. 4D). For instance, platelet derived growth factor, beta polypeptide (*Pdgfb*) and transforming growth factor, beta induced (*Tgfbi*) were enriched in both female TG and DRG neurons.

The second cluster contained female-selective DEGs encoding proteins for the transcriptional and translational machinery (Fig. 4E). These DEGs participate in several biological processes, such as dendritic spine morphogenesis, synapse assembly, morphogenesis of epithelium, regulation of osteoclast proliferation, responses to inflammation, angiogenesis, etc. (www.uniprot.org). Female sensory neurons had DEGs encoding RNA-binding proteins, such as *Nr* family (nuclear receptors); DNA-binding proteins, such as *E4f1* (E4F transcription factor 1); and transcription factor-binding co-factors, such as the *Med* family, *Crtc1* (CREB regulated transcription coactivator 1) and *Tada3* (transcriptional adaptor 3). Some of these transcription factors, notably *Stat5* (signal transducer and activator of transcription 5), *Socs3* (suppressor of cytokine signaling 3), *Sox 8* (sex determining region Y-box 8) and *Hoxb4* (homeobox beta4), have been implicated in regulation of pain chronicity (Fig. 4E)^34,35^. It is also possible that higher expression of these DEGs in female sensory neurons could play a protective role during pain conditions^35–37^.

The third cluster of female-selective DEGs were genes involved in immune system processes (www.uniprot.org; Fig. 5A,B). Like growth factor genes, these DEGs were more prominent in TG than DRG neurons. DEGs found enriched in female TG included members of the complement system (*C1q* and *C3*), which is part of the innate immune system and is involved in nociception regulation^38^. Both TG and DRG neurons contained female-selective DEGs belonging to the chemokine system (*Cx3cl1*, *Cx3cr1*, *Ccl3*, *Cxcl12* and *Cmklr1*), which regulate monocyte, macrophage and natural killer (NK) cell migration/trafficking^39^ and neuropathic pain^40–42^; the cytokine system (*IL6ra* and *IL33*); the integrin system (*Itga8*, *Itga3* and *Itgam*); the tumor necrosis factor super family members (*Tnfrsf1a, Tnfrsf1b, Ltbr, Ngfr* and *Ntrk1*) and their effectors (*Nfkb2, Nfkbid, Tifab and Icam1*), many of which are key regulators of pain chronicity^24,38,42–44^; and cluster differential factor (*CD74* and *CD93*) (Fig. 5A,B). Some of these DEGs, marked with yellow boxes, were found in both TG and DRG neurons (Fig. 5A).

**Figure 5:**
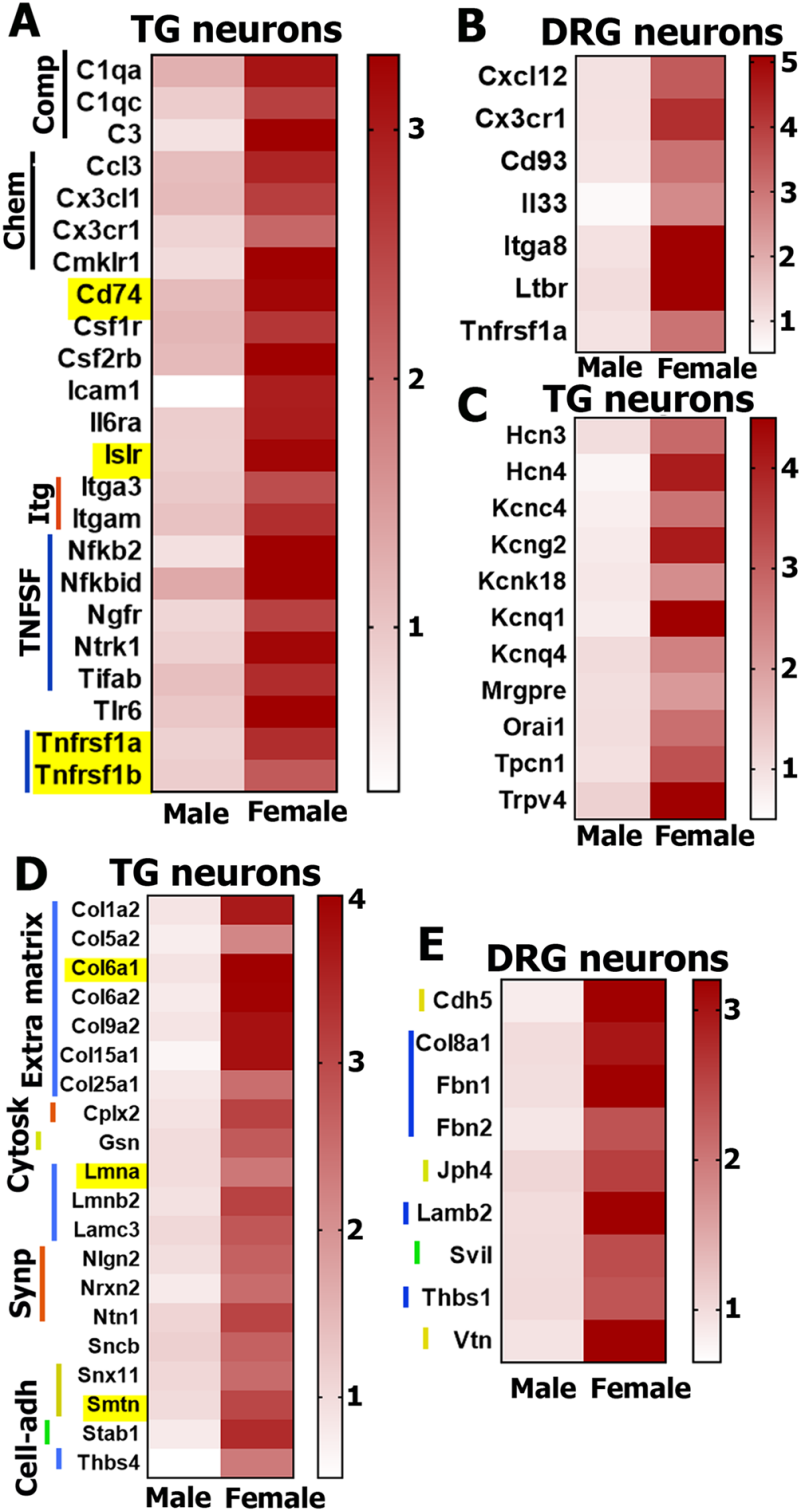
Female-selective DEG functional clusters in DRG and TG sensory neurons. Inflammatory DEGs in female TG (**A**) and DRG (**B**) sensory neurons. Genes belonging to the complement family are marked as *Comp*; chemokines and their receptors are *Chem*; the integrins are *Itg*; and the tumor necrosis factor super family genes are *TNFSF*. Yellow boxes on the panel *A* indicate DEGs in both female TG and DRG sensory neurons. (**C**) Channel genes predominantly expressing in female TG sensory neurons. Structural protein genes expressing higher in female TG (**B**) than in DRG (**C**) sensory neurons. Structural protein DEGs belonging to extracellular matrix are marked as *Extra matrix*; synaptic machinery is *Synp*; cell adhesion is *Cell-adh*; and cytoskeleton are *Cytosk*. Yellow boxes on the panel (**D**) indicate DEGs identified in both male TG and DRG sensory neurons.

The fourth functional cluster of female-selective sensory neuronal DEGs consists of channel, metabotropic receptor and transmembrane protein genes (Fig. 5C). They were exclusively enriched in female TG, but not female DRG neurons, and play key roles in nervous system function/development. Almost all these genes, including *Hcn* (hyperpolarization-activated, cyclic nucleotide-gated K^+^) and *Kcn* families (potassium voltage-gated channels), as well as *Orai1* (ORAI calcium release-activated calcium modulator 1) and *Trpv4* (transient receptor potential cation channel, subfamily V, member 4), are known to modulate nociceptor excitability, transmission of nociceptive information and regulation of pain chronicity^45–47^.

The fifth and final cluster of female-predominantly expressing genes in TG and to a lesser extent in DRG sensory neurons were structural proteins (Fig. 5D,E). These DEGs represent extracellular matrix proteins, such as *Col* (collagen), *Lmn* (lamin), *Lam* (laminin), *Thbs* (thrombospondin) and *Fbn* (fibrillin) families; synaptic machinery proteins, such as *Cplx2* (complexin 2), *Nrxn2* (neurexin II) and *Nlgn2* (neuroligin 2); and a few cell adhesion and cytoskeletal proteins, including *Smtn* (smoothelin), *Stab1* (stabilin 1), *Svil* (supervillin), *Vtn* (vitronectin) and *Cdh5* (cadherin 5).

### Male-selective DEGs in DRG and TG sensory neuronal enriched fractions

Although there were many unique male-selective DEGs for TG or DRG neurons (Fig. 3D), the PANTHER over-representation test (https://www.pantherdb.org/) grouped these DEGs into similar biological process clusters for TG and DRG neurons (Fig. 6A, B). These biological processes, including oxidation–reduction, cellular respiration, macromolecule and protein metabolism, translation and gene expression, were represented by a set of distinct male-selective DEGs in TG versus DRG neurons. Similar to how we organized female-selective DEGs, male-selective DEGs were clustered by enriched functional families using the PANTHER classification system (https://www.pantherdb.org/). This analysis highlighted four main DEG clusters in male TG and DRG neurons.

**Figure 6:**
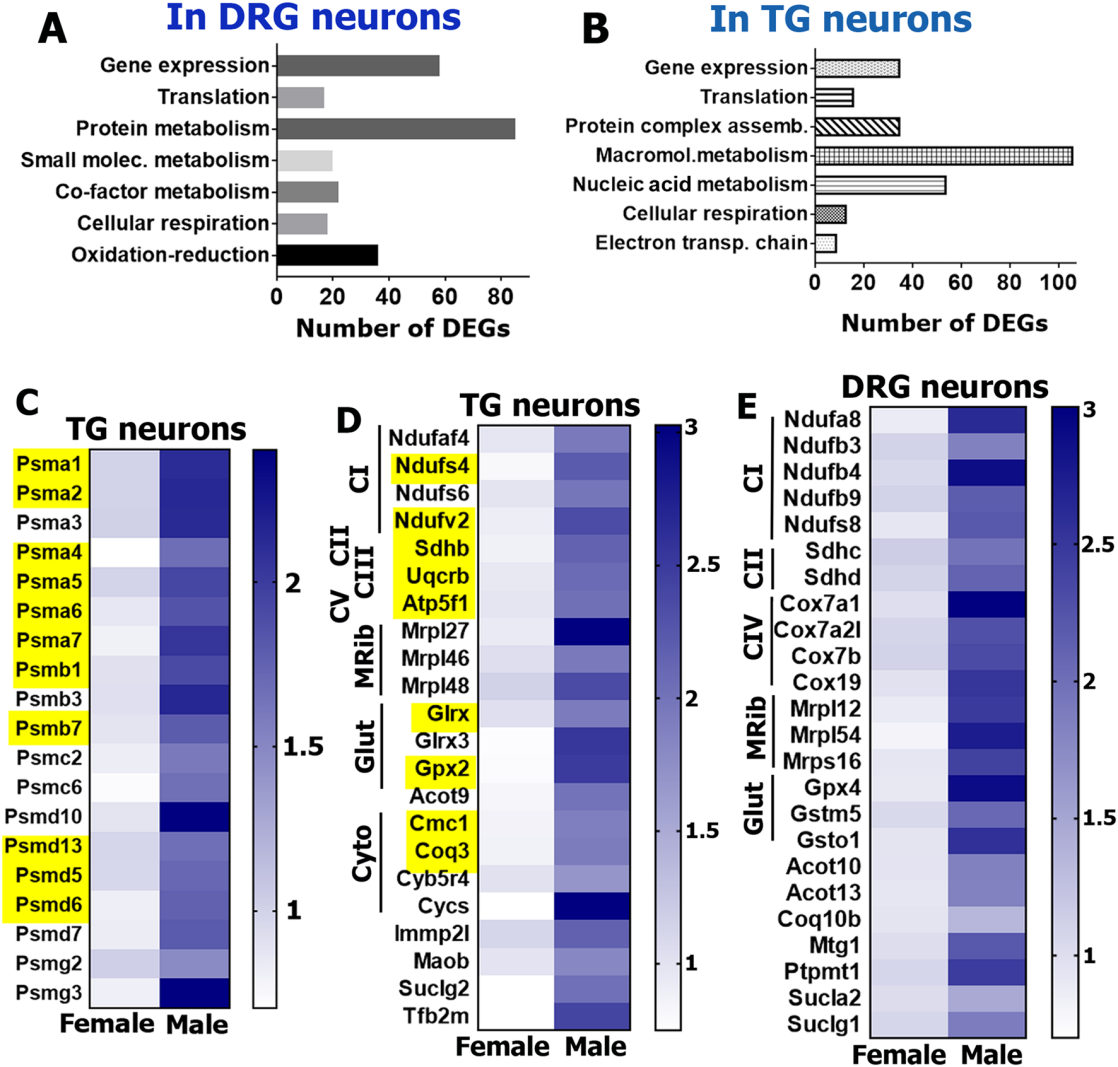
Male-selective DEGs in DRG and TG sensory neurons. Biological processes for male-selective DEGs (RPKM > 1, FC > 2 and Pval < 0.05) in DRG (**A**) and TG (**B**) neurons. (**C**) Proteasome subunit encoding DEGs are male-enriched in TG sensory neurons. (**D**) Male-predominant mitochondrial genes in TG sensory neurons. (**E**) Male-predominant mitochondrial genes in DRG sensory neurons. Yellow boxes on the panels *C* and *D* indicate DEGs in both male TG and DRG sensory neurons. Genes belonging to oxidative phosphorylation complexes I–V are marked as *CI–CV*; mitochondrial ribosomal proteins are *MRib*; the anti-oxidative glutathione pathway are *Glut*; and the cytochrome pathway are *Cyto*.

The first cluster consisted of DEGs encoding proteasome subunits and assembly chaperones (Fig. 6C). These DEGs were found in both TG and DRG neurons (yellow boxes; Fig. 6C); and are closely involved in a vast array of biological functions related to protein metabolism and complex assembly (www.uniprot.org; Fig. 6A,B). Proteasomes could play key roles in pain processing, since they contribute to recovery from tissue injury^48^, from nerve damage^49^ and resolution of inflammation^50^.

The second cluster consisted of mitochondrial genes, which had higher levels of expression both in the male TG (Fig. 6D) and DRG sensory neurons (Fig. 6E). These mitochondrial genes can be divided into several sub-groups according to their involvement in different biological processes, such as oxidation–reduction, electron transport chain, cellular respiration, and co-factor and small molecule metabolism (www.uniprot.org; Fig. 6D,E). One of the DEG sub-groups in male TG and DRG sensory neurons represents the oxidative phosphorylation proteins, which are also critical for cellular respiration and recovery from tissue and nerve injury^51,52^. Genes belonging to all five main complexes of the oxidative phosphorylation pathway—reduced nicotinamide adenine dinucleotide (NADH) dehydrogenase (complex I), succinate dehydrogenase (complex II), cytochrome c reductase (complex III), cytochrome c oxidase (complex IV) and adenosine triphosphate (ATP) synthase (complex V)—had male-predominant expression in both TG and DRG sensory neurons (Fig. 6D,E). Another male sensory neuronal DEG sub-group contained coenzymes and cofactors, such as *Cycs* (cytochrome c, somatic), *Cyb5r4* (cytochrome b5 reductase 4), *Cmc1* (cyclooxygenase (COX) assembly mitochondrial protein 1), Coq3 (coenzyme Q3 methyltransferase), *Coq10a* (coenzyme Q10A), *Moab* (monoamine oxidase B), *Sucl* family (succinate-CoA ligase) and the *Acot* family (acyl-coenzyme A (CoA) thioesterase), supporting the oxidative phosphorylation pathway. Genes involved in protection from oxidative damage, *Gpx* (glutathione peroxidase), *Glrx* (glutaredoxin) and the *Gst* families (glutathione S-transferase) were also higher in male sensory neurons (Fig. 6D,E). Finally, mitochondrial protein anabolism genes also showed higher expression in males including *Mterfd* (Mitochondrial Transcription Termination Factors), *Rpp30* (ribonuclease P/MRP 30 subunit), *Tfb2m* (transcription factor B2, mitochondrial) *Mtg1* (mitochondrial ribosome-associated GTPase 1), and the *Mrpl* and *Mrps* families.

The third and fourth clusters of DEGs in male sensory neurons related to non-mitochondrial transcription and translation machinery (Fig. 7A,B). Interestingly, these male-selective DEGs did not overlap with female-selective DEGs representing transcription machinery (Fig. 4E). Transcription machinery genes with higher expression in males could be separated into several sub-groups: genes of RNA-binding proteins, such as *Snhg6* (small nucleolar RNA host gene 6) and *Snrpb2* (U2 small nuclear ribonucleoprotein B); DNA-binding proteins, such as *Polr2d* (polymerase (RNA) II (DNA directed) polypeptide D), *Tcea2* (transcription elongation factor A (SII), 2) and *Orc* (origin recognition complex); transcription factor-binding co-factors, such as *C1d* (C1D nuclear receptor co-repressor), *Tifa* (TRAF-interacting protein with forkhead-associated domain) and *Med* (mediator complex subunit); histone-binding proteins, such as *Hat1* (histone aminotransferase 1), *Asf1a* (anti-silencing function 1A histone chaperone) and *L3mbtl4* (L3MBTL4 histone methyl-lysine binding protein); ligases and helicases, such as *Rtcd1* (RNA 3′-Terminal Phosphate Cyclase) and *Nae1* (NEDD8 activating enzyme E1 subunit 1); and, finally, general transcription factors, such as the *Zfp* family (zinc finger proteins), *Gtf2b* (general transcription factor IIB) and the *Taf* family (TATA-box binding protein associated factors). In contrast to female DEGs in this class of genes (Fig. 4E), male DEGs include histone-binding proteins and ligases/helicases (Fig. 7A,B). Male-enriched mRNAs in the translation machinery family were mainly composed of genes encoding *Eif* family (eukaryotic translation initiation factors), *Naa20* (N(alpha)-acetyltransferase 20, NatB catalytic subunit), and *Rpl* and *Rps* families (ribosomal proteins).

**Figure 7:**
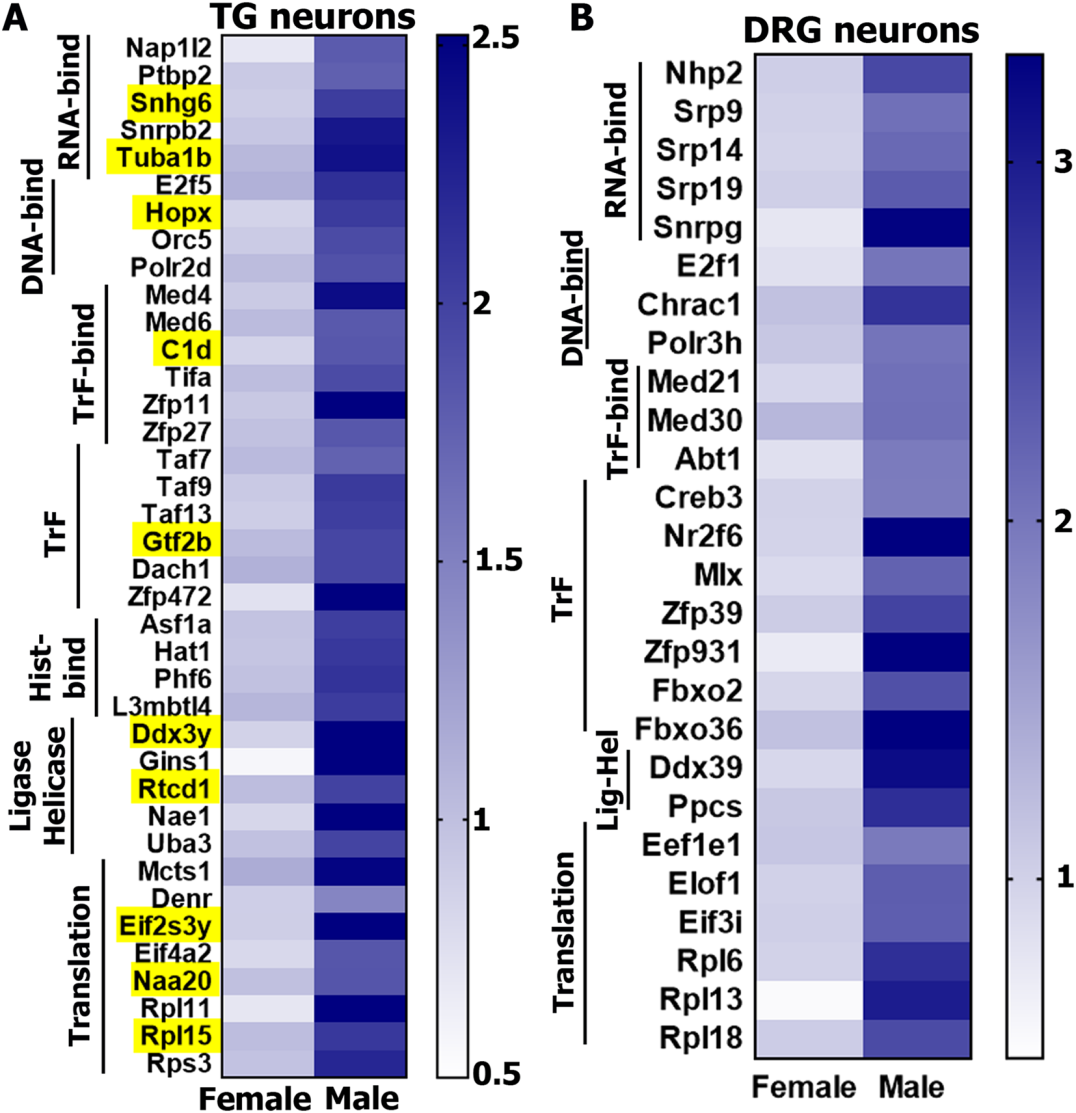
Male-selective DEG functional clusters in DRG and TG sensory neurons. Male-predominant transcription and translation machinery genes in TG (**A**) and DRG (**B**) sensory neurons. Yellow boxes on the panel *A* indicate DEGs in both male TG and DRG sensory neurons. Genes belonging to RNA binding factors are marked as *RNA-bind*; DNA binding factors are *DNA-bind*; transcription factor binding proteins are *TrF-bind*; transcription factors are *TrF*; histone binding proteins are *His-bind*; ligases and helicases are *Ligase Helicase* or *Lig-Hel*; and translation machinery proteins are *Translation*.

### RNA-Seq of female and male sensory neurons innervating hindpaw skin and thigh muscle

Recent reports indicate that peripheral tissue innervation influences sensory neuron phenotype and potentially sensory neuron plasticity^18^. We sought to clarify whether the transcriptome of sensory neurons innervating hindpaw skin or thigh muscle in males or females would be distinct from data generated on Percoll enriched fraction of DRG neurons. To do this, we injected WGA-488 simultaneously into left and right hindpaws as well as left and right thighs of mice. The rational for combine injection into skin and muscle was to increase a number of WGA-488^+^ neurons. These injections were performed for females and males (n = 4 each group). Two days post-injection L3-L5 DRG were dissected and generated single-cell suspensions were generated. A mixture of skin and thigh innervating neurons were isolated by double sorting WGA-488^+^ neurons using a 130 μm nozzle. The use of the 130 μm nozzle on a FACS sorter is essential to avoid losing medium-to-large (> 35 μm) neurons during the sorting procedure. Each group (female or male) had 4 samples and 6 DRG (L3-L5 levels from left and right sides) within sample; and this sorting procedure generated 1,500–2,500 WGA-488^+^ neurons for each sample. cDNA library from extracted RNA was synthesized using PCR-based SmartSeq II protocol.

Our transcriptomic analysis showed that there are 88 female-selective DEGs (RPKM > 1; FC > 2 and Pval < 0.05) in WGA^+^ neurons. Six DEGs, *Jub* (LIM domain-containing protein ajuba), *Cd74* (CD74 antigen), *Abi3bp* (ABI gene family, member 3 (NESH) binding protein), *Bgn* (biglycan), *Mxra8* (matrix-remodeling associated 8) and *Islr* (immunoglobulin superfamily containing leucine-rich repeat), are identified in WGA^+^ and Percoll purified DRG neurons (Fig. 8A). Moreover, *Cd74* and *Islr* were female-selective DEGs in Percoll purified TG neurons as well (Table 1). *Cd74* and *Jub* play a critical role in pro-inflammatory processes (www.uniprot.org). *Abi3bp*, *Islr*, *Bgn* and *Mxra8* contribute to cell–cell adhesion and extracellular matrix organization processes (www.uniprot.org). The PANTHER over-representation test (https://www.pantherdb.org/) groups these 88 female-selective DEGs into antigen processing and nervous system development biological processes. Analysis of 285 female-predominant DEGs selected according to RPKM > 1; FC > 1.5 and Pval < 0.05 revealed additional biological processes, such as gliogenesis, cell adhesion, epithelium and vasculature development (Fig. 8B).

**Figure 8:**
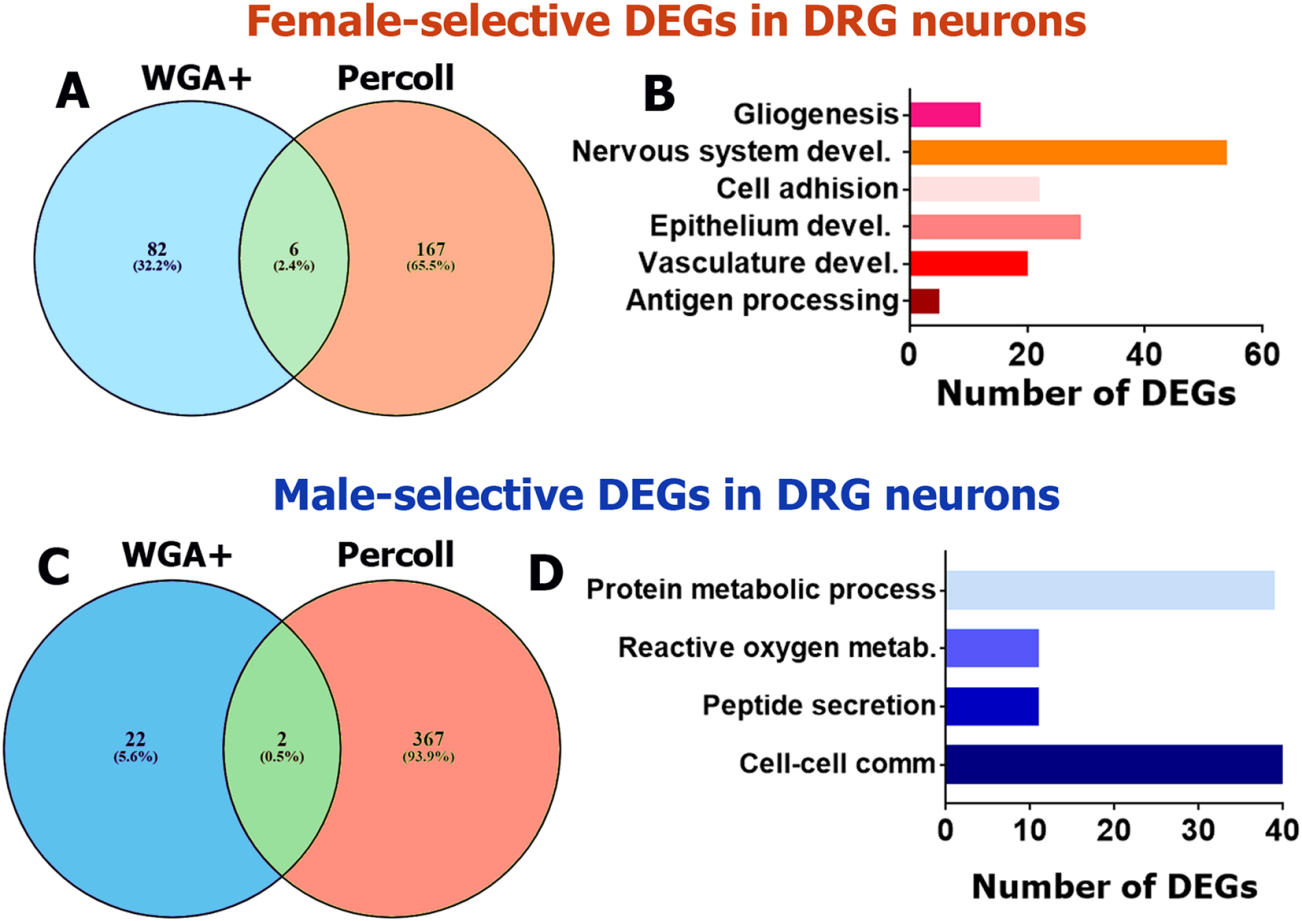
Sex-dependent DEGs in DRG neurons innervating hindpaw skin and thing muscle. Venn diagram for RPKM > 1, FC > 2 and Pval < 0.05 female (**A**) and male-predominantly (**C**) expressing WGA-488-labeled DRG neurons innervating hindpaw skin and thigh (WGA^+^) and Percoll purified DRG neurons (Percoll). All female DEGs are divided: 82 (32.2%)—only in WGA^+^; 167 (65.5%)—only in Percoll purified; and 6 (2.4%)—in both sensory neuron preparations. All male DEGs are divided: 22 (5.6%)—only in WGA^+^; 367 (93.9%)—only in Percoll purified; and 2 (0.5%)—in both sensory neuron preparations. Biological processes for female (**B**) and male-selective (**D**) DEGs (RPKM > 1, FC > 2 and Pval < 0.05) in DRG neurons innervating hindpaw skin and thing muscles.

RNA-seq analysis indicates that only 24 DEGs (RPKM > 1; FC > 2 and Pval < 0.05) in WGA^+^ neurons could be classified as male-selective. Among these 24 male-predominant DEGs, *Pkib* (protein kinase inhibitor beta, cAMP dependent, testis specific) and *Arxes2* (adipocyte-related X-chromosome expressed sequence 2) were common for both WGA^+^ and Percoll purified DRG neurons (Fig. 8C). *Pkib* is a potent competitive inhibitor of cAMP-dependent protein kinase activity (www.uniprot.org), and *Pkib* up-regulation could potentially lead to anti-pain effect in inflammatory pain conditions. However, although *Pkib* is expressed in DRG neurons at high levels^53^, there is no literature its involvement in pain. *Arxes2* is also highly expressed in DRG neurons^53^, but its function in neurons is unknown. The overlap between male-selective DEGs in WGA^+^ DRG neurons and Percoll purified TG neurons was wider than between DEGs in WGA^+^ DRG neurons and Percoll purified DRG neurons; and includes *Ptbp2* (polypyrimidine tract binding protein 2), *Dcun1d1* (DCN1, defective in cullin neddylation 1, domain containing 1), *Pcdhb20* (protocadherin beta 20), *Pkib*, *Tifa* (TRAF-interacting protein with forkhead-associated domain), *Stk32a* (serine/threonine kinase 32A), *Lipo1* (lipase, member O1) and *Serpina3i* (serine (or cysteine) peptidase inhibitor, clade A, member 3I). A low number of male-selective DEGs (24) was not enough for linking them to statistically significant biological process using the PANTHER over-representation test (https://www.pantherdb.org/). To overcome this, we decreased strength of selection criteria to RPKM > 1; FC > 1.5 and Pval < 0.05. This revealed 122 male-selective DEGs that can be linked to biological processes (Fig. 8D). Two biological processes – reactive oxygen and protein metabolism—were common for RNA-seq analysis of DEGs identified in Percoll purified neurons and WGA^+^ neurons (Figs. 6A,B, 8D).

Finally, we used quantitative RT-PCR for validation of a set of DEGs that have been identified in neurons prepared by all procedures: Percoll from TG, Percoll from DRG as well as WGA-labeled DRG neurons. Accordingly, we have selected *Cd74*, *Islr*, *Bgn*, *Mxra8*, *Pkib* and *Arxes2*. RNA was prepared from female and male TG neurons enriched by Percoll. Another RNA preparation was from DRG neurons labeled by back-tracing WGA-488 from both hindpaws and thigh muscles. Figure 9A shows that *Cd74, Islr, Bgn* and *Mxra8* have female-predominant expression, while *Pkib* and *Arxes2* are higher expression levels in male sensory neurons in both Percoll enriched TG neurons and WGA-488^+^ DRG neurons.

**Figure 9:**
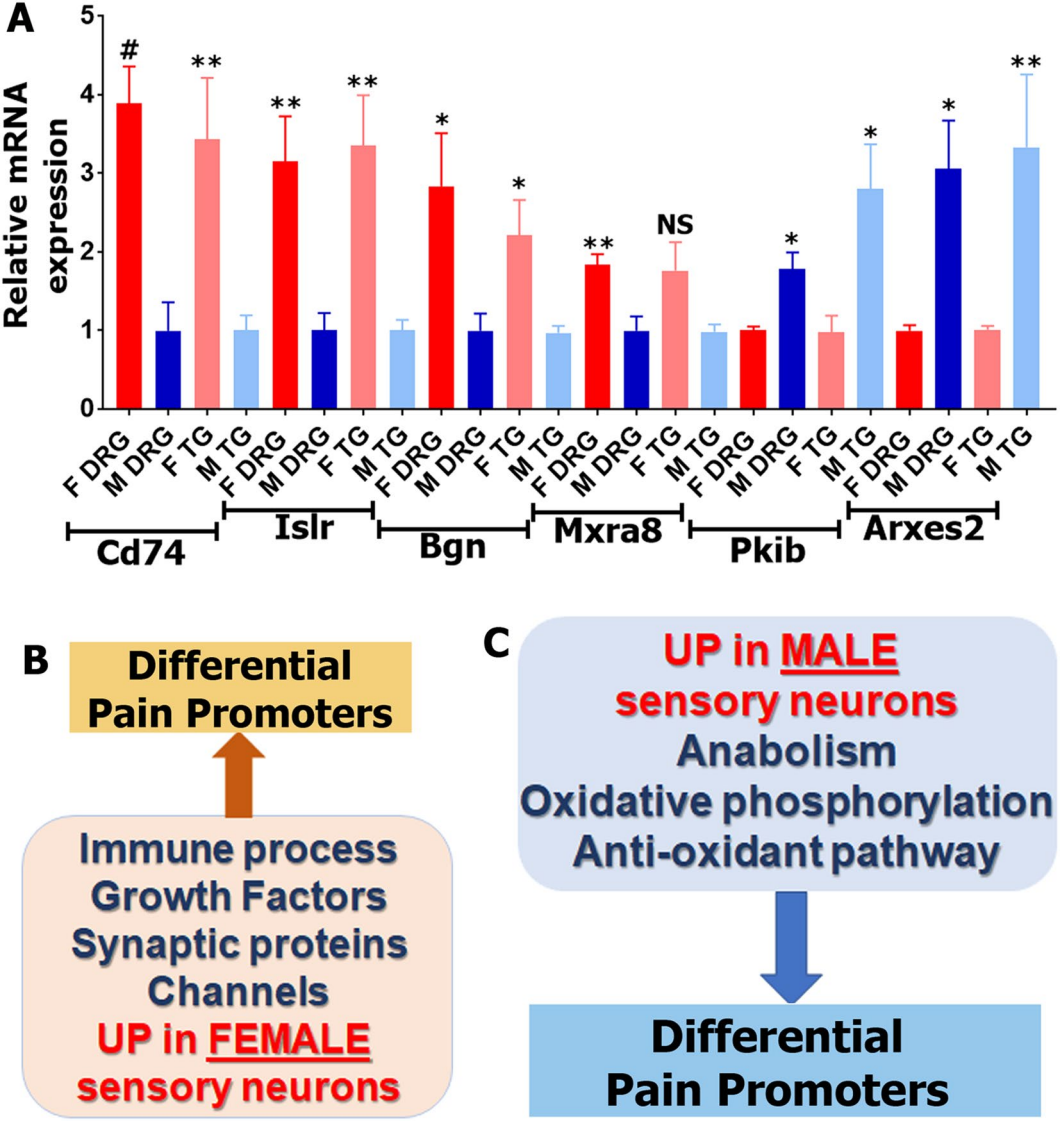
Quantitative RT-PCR validation of RNA-seq identified sex-dependent DEGs in sensory neurons. (**A**) Quantitative RT-PCR for 6 sex-dependent sensory neuronal DEGs. Female (F DRG) and male (M DRG) DRG sensory neurons are identified by back-tracing from hindpaw and thigh. Female (F TG) and male (M TG) TG sensory neurons are purified using Percoll gradient. Statistic is un-paired *t*-test (NS p > 0.05; *p < 0.05; **p < 0.01; # p < 0.0001; n = 4). Name of DEGs are indicated. Schematic of female (**B**) and male (**C**) sensory neuronal DEGs clusters that could explain difference in pain promoters in female versus male mice.

## Discussion

There is now a strong body of clinical and basic science studies demonstrating sex differences in the mechanisms contributing to the development and/or maintenance of pain in males and females. There is epidemiological evidence that males and females may be prone to different types of chronic pain disorders^1–4^. Sex differences in gene expression in nociceptive pathways, including sensory neurons, of humans and animals could potentially elucidate mechanistic reasons for why these differences exist. Accordingly, we aimed to identify sex differences in gene expression in sensory neurons. These differences could also be influenced by several factors, aside from biological sex. First, DRG and TG have very different physiological functions and gene expression profiles^33^. Second, the preparation method of sensory neurons can impact the RNA-seq outcome. Third, the innervated tissue can contribute to sensory neuronal phenotype, or different tissues can be innervated with distinct subsets of sensory neurons^18^. We confirm that only a small proportion of cells of DRG are sensory neurons, and the remaining cells are non-neuronal. Hence, RNA-seq data analysis of whole DRG (or TG) will reflect a strong influence of non-neuronal cells on the transcriptome. Analysis of our data showed that hindpaw and especially whole DRG of naïve mice have relatively few sex differences at the transcriptomic level (Figs. 1, 2). Consequently, we examined transcriptomic differences on isolated and purified TG and DRG sensory neuronal fractions from naïve females (estrous phase) and males where we found prominent sex differences that may have important implications for understanding how pain mechanisms differ in men and women (Figs. 3–7). Furthermore, we isolated female and male mouse sensory neurons innervating hindpaw skin and thigh muscle; and used RNA from those cells for RNA-seq and analysis (Figs. 8, 9). These experiments showed that certain sets of sex-dependent DEGs are influenced by tissue innervation. There could be two explanations for this phenomenon: first, tissue innervation could influence sensory neuron transcriptomics^18^; or second, the neuronal subsets innervating different tissues could be distinct to begin with and therefore, are guided to different targets. The latter notion is supported by single cell sequencing of back labelled neurons from the colon^54^.

Groups of female-predominant DEGs generated from Percoll purified DRG and TG neurons, and skin or thigh innervating L3–L5 DRG neurons showed low overlap. The highest numbers (593) of such DEGs (RPKM > 1; FC > 2; Pval < 0.05) were identified in Percoll purified TG neurons, and the lowest (88) were in DRG neurons innervating skin and thigh (Figs. 3C,8A). Nevertheless, there is substantial overlap in biological processes linked to these DEGs (Figs. 4A,B, 8B). We observed broadly higher expression of DEGs involved in immune processes in Percoll purified female DRG and TG neurons as well as DRG neurons innervating the skin and thigh muscle. These female-selective DEGs showed preferential expression in female DRG and TG, with notably larger differences in the TG neurons. In this cluster, the complement system^38^; certain chemokines regulating monocyte, macrophage and NK cell migration/trafficking^40–42^; IL-1, IL-6 and IL-33 cytokines; and the tumor necrosis factor super family members, such as *Tnfrsf1a* and *Ntrk1* and their effector *Nfkb2*^24,38,42,43^ are well documented contributors to nociception and pain development (Fig. 9B). One of the immune DEGs—*CD74*—was revealed in every sensory neuronal preparation (Fig. 9A, Table 1). *CD74* is responsible for transport of MHC class II proteins^55^, which promote inflammatory and neuropathic pain^56^.

Other biological processes linked to female-selective sensory neuronal DEGs identified from different preparations are nervous system, vasculature and epithelium development (Figs. 4A,B, 8B). These DEG clusters contain many genes encoding growth factors and their receptors (*Mxra8*, *Arxes2*, *Notch3*, etc.), cell–cell and cell-extracellular matrix adhesion (*Islr*, *Bgn*, etc.), and channels and their modulators (*Pkib*, etc.; Figs. 4, 5, 9A). Growth factors and their receptors are modulators of nociceptive pathways and pain development. *Pdgf* regulates inflammatory pain^57^. *Fgf* and *Tgfb* signaling play a role in pain development during osteoarthritis, but they may be protective rather than pain promoting^58^. The *Egfr* signaling pathway has been implicated in nociception and pain based on human genetics as well as preclinical models where EGFR ligands promote pain via the EGFR and the mTOR pathway^59^. *Notch* signaling is involved in the development of pain via communication between sensory neurons and non-neuronal cells^60^. Channels and their modulators are likewise involved in regulation of nociceptive pathways. The *Hcn* family which plays a key role in underlying spontaneous activity and mechanical hypersensitivity after nerve injury^61^. Antagonism of *Hcn* with ZD7288 dose-dependently reduces mechanical hypersensitivity in a model of cervical radiculopathy pain^61^, and this antagonist is also effective for inflammatory pain^62^. *Kcnq* channels encode K^+^ channels that represent the M-current that regulates nociceptor signaling, especially at peripheral terminals^46,63^, and also plays an important role in generation of spontaneous activity after nerve injury^64^. The M current is also critical in mediating hyperalgesic actions of many G_q_-protein receptor activators such as bradykinin^65^ and protease activated receptors^66^. *Orai1* as a key component of store-operated calcium channels that regulate nociception via modulation of neuronal excitability and A-type potassium channels^67^. Delayed rectified potassium voltage-gated channels, *Kcnc2* and *Kcng2*, play key roles in action potential shaping and consequently in nociception transmission and pain plasticity^45^. *Kcnk1*8, a TWIK-related two-pore potassium channel is involved in regulating the resting membrane potential^68,69^ and has been linked to migraine with aura pathogenesis^70,71^. Finally, we identified higher expression of *Trpv4* in female TG sensory neuronal fractions and this ion channel plays an important role in pain sensitization that has been thoroughly studied^47,72^. Collectively these female-selective DEGs in sensory neurons obtained from a variety of preparations suggest a potential role of enhanced interactions between inflammatory cells and sensory neurons via specific signaling pathways that are involved in the development of chronic pain (Fig. 9B). An intriguing hypothesis that emerges from these findings is the suggestion of DEGs in female sensory neurons that could shift the balance between protective neuro-immunity and neuro-immunopathology that would be predicted to promote the transition of acute to chronic pain^73–75^.

As for genes with female-predominant expression, sets of male-selective DEGs depend on sensory neuron purification approaches and selection of ganglia. The highest numbers (369–370) of such DEGs (RPKM > 1; FC > 2; Pval < 0.05) were identified in Percoll purified DRG and TG neurons, and the lowest (24) were in DRG neurons innervating skin and thigh (Figs. 3D, 8C). Again, like for female-selective DEGs, there was substantial overlap in biological processes linked to sets of male DEGs (Figs. 6A,B, 8D). Two main biological processes related to male-selective DEGs are reactive oxygen species and protein metabolism, including proteasomal machinery and mitochondrial protein production (Figs. 6A,B, 8D). Protein metabolism is involved in recovery from nerve and tissue injuries^76^. An example of the important role of this pathway in neuropathy and neuropathic pain is inhibition of the proteasome with the chemotherapy agent bortezomib which causes distal axonopathy^49^, nerve degeneration^49^ and painful neuropathy^77,78^. In contrast, activation of the proteasome can lead to effective removal of misfolded proteins and changes in transcriptomic profiles^79^, and contributes to recovery from tissue injury^48^, nerve damage^49^ and inflammation^50^. The important roles of mitochondrial proteins and reactive oxygen species (ROS) metabolism, especially oxidative phosphorylation, in nerve and tissue degeneration/regeneration is highlighted by a robust literature of hundreds of papers^80,81^. Enhancing the mitochondrial oxidative phosphorylation process can be an effective approach for recovery from nerve damage and degeneration^82,83^ as well as painful neuropathies^84^. Excessive ROS is a common feature for many pain conditions including a variety of neuropathy conditions^76^. Additionally, some male-selective DEGs from Percoll purified sensory neurons could be linked to translational machinery processes (Figs. 6A,B), while DEGs from neurons innervating skin and muscle can cover cell–cell communication and peptide secretion processes (Fig. 8D). The translation machinery is one of key players in regulation of nociception pathways and development of pain conditions^85,86^.

Overall, our approaches identify a number of candidate biological processes that are associated with female-selective sensory neuronal DEGs, in particular in the TG, (Fig. 9B) and male-selective DEGs (Fig. 9C). These genes include very prominent players in nociception that could be involved in differential occurrences of pain disorders in men and women (Fig. 9B). In contrast, DEGs predominantly expressed in male sensory neurons may protect male sensory neurons from some of the consequences of nerve injury that are known to promote neuropathic pain (Fig. 9C). Based on our findings, we favor the hypothesis that sex differences in nociception may be partially based on DEGs in female and male sensory neurons. Our results advance our understanding of sex dimorphisms in nociceptive pathways and provide an informatic basis for further studies on regulation of sex-dependent gene expression plasticity in sensory neurons regulated by injury and/or by gonadal hormones^44,87,88^.

## Materials and methods

### Mouse lines and tissues

All animal experiments conformed to APS's Guiding Principles in the Care and Use of Vertebrate Animals in Research and Training, and to protocols approved by the University Texas Health Science Center at San Antonio (UTHSCSA) Animal Care and Use Committee (IACUC). We followed guidelines issued by the National Institutes of Health (NIH) and the Society for Neuroscience (SfN) to minimize the number of animals used and their suffering.

Eight-to-twelve-week-old naïve C57BL/6J (The Jackson Laboratory, Bar Harbor, ME) female in estrous phase and male mice were used for all described experiments. Estrous phase was determine by vaginal gavage as described previously^89^. In some fluorescent activated cell sorting (FACS) experiments, we used CGRP^cre/± ER^/Rosa26^LSL-tDTomato/+^ reporter mice^31^.

Left and right whole L3-L5 DRG and TG tissue biopsies were dissected after perfusion of mice with phosphate buffer pH 7.3 (PB). DRG and TG tissues were used either for total RNA isolation or for single-cell suspension generation. After perfusion of mice with PB, a 3 mm biopsy-puncher was set to take epidermal-dermal layers and with partial collection of fat cells located underneath of dermal layer of hindpaws. Hindpaw biopsies do not touch muscles. Paw tissues were used for total RNA.

### Sensory neuronal fraction isolation with Percoll gradient

To generate single-cell suspensions, whole L3-L5 DRG or TG were treated with 125 μg/ml liberase (Millipore-Sigma, St. Louis, MO) and 200 μg/ml dispase II (Millipore-Sigma, St. Louis, MO) in Hank’s solution for 60 min. Tissues was washed twice with DMEM/L-glutamate/5% fetal bovine serum (FBS) media and dispersed to single-cell conditions by pipette. Single-cell media solutions were filtered through 70 μm strainer and loaded on a 60%/30% Percoll (Millipore-Sigma, St. Louis, MO) gradient prepared in the same media. Gradient preparations were spun for 15 min at 1,000×*g* at 4 °C. The non-neuronal fraction that was accumulated between 0 and 30% Percoll was discarded, and neuronal fraction at the border between 30 and 60% Percoll was collected. The neuronal fraction was diluted eightfold and washed with media. Sensory neurons were collected by centrifugation for 5 min at 1,200×*g* at 4 °C.

### Isolation of DRG sensory neurons innervating hind paws and thigh muscles

Left and right male or female naïve mouse hind paws and thigh muscles were injected with 10 μl (each injection) of 1% WGA-Alexa Fluor™ 488 conjugate (WGA-488) dissolved in 1% DMSO. Two days post-injection, L3–L5 DRG were isolated and single-cell suspension was generated with enzymatic treatment as described above.

Flow cytometry was used to isolate labeled back-traced from skin and muscle DRG neurons. LIVE/DEAD viability staining was done with 7-AAD Viability Staining Solution diluted at 1:50. Labeled cells were sorted using 5 laser FACS Aria-IIIu cell sorter equipped with 130 μm nozzle.

Cell sorting was also used to assess the percentage and viability of CGRP-cre^+^ cells in DRG of CGRP^cre-ER/+^/Rosa26^LSL-tDTomato/+^ reporter male mice.

### RNA isolation and cDNA synthesis

RNA was isolated from male or female mouse whole DRG, whole TG and paw tissues, as well as single-cell sensory neuronal fractions. Fresh tissues were homogenized in Rn-easy solution using a Bead Mill Homogenizer (Omni International, Kennesaw, GA), while RNA isolation from single-cell sensory neuron suspension did not require homogenization. Sensory neuronal and tissue total RNA was extracted using Qiagen Rn-easy (Universal Mini Kit) as was previously described^90^. If the preparation generated > 10–20 ng RNA, then RNA quality and integrity were checked using Fragment Analyzer Agilent 2,100 Bioanalyer RNA 6,000 Nano chip (Agilent Technologies, Santa Clara, CA). For small amounts of RNA (< 10 ng), quality of RNA was accessed after cDNA preparation.

#### Preparation of cDNA library and RNA-seq from tissue RNA

Approximately 500 ng total RNA was used for cDNA library preparation with oligo-dT primers by following the Illumina TruSeq stranded mRNA sample preparation guide (Illumina, San Diego, CA).

#### Preparation of cDNA library and RNA-seq from Percoll enriched sensory neuronal fraction

The first step in the workflow involved the depletion of rRNA by hybridization of complementary DNA oligonucleotides, followed by treatment with RNase H and DNase to remove rRNA duplexed to DNA and original DNA oligonucleotides, respectively. Following rRNA removal, the mRNA was fragmented into small pieces using divalent cautions under elevated temperature and magnesium. The cleaved RNA fragments were copied into first strand cDNA using reverse transcriptase and random primers. This was followed by second strand cDNA synthesis using DNA Polymerase I and RNase H. Strand specificity was achieved by replacing dTTP with dUTP in the Second Strand Marking Mix (SMM). The incorporation of dUTP in second strand synthesis effectively quenches the second strand during amplification, since the polymerase used in the assay will not incorporate past this nucleotide. These cDNA fragments then went through an end repair process, the addition of a single ‘A’ base, and then ligation of the adapters. The products were then purified and enriched with PCR to create the final RNA-seq library.

#### Preparation of cDNA library and RNA-seq from Percoll enriched sensory neuronal fraction

Sensory neurons isolated by sorting DRG neurons back-traced and labeled with WGA-488 generated < 10 ng RNA. Hence, RNA-seq cDNA libraries were prepared using oligo dT according to SMART-seq-2 protocol^91,92^, with the following modifications: 1: All primers were designed with 5′ biotin modifications to prevent primer concatenation; 2: PCR preamplification to 10–12 cycles; 3: Two rounds beads cleanup with 1:1 ratio after cDNA synthesis, and 4: 0.6–0.8 dual beads cleanup for Nextera XT DNA-seq library purification.

All RNA-seq cDNA libraries were subjected to quantification, pooled for cBot amplification and subsequent 50 bp single read sequencing run with Illumina HiSeq 3,000 platform (Illumina, San Diego, CA). Each group have n = 3–5 samples. Depth of reads was 30–50 × 10^6^ bp for each sample.

### RNA seq transcriptomic data generation, analyses and statistics

Sequencing data from all samples were processed in the same way. After the sequencing run, de-multiplexing with CASAVA was employed to generate the FastQ file for each sample. The combined raw reads were aligned to mouse genome build mm9/UCSC hg19 using TopHat2 default settings^93,94^. The BAM files obtained after alignment were processed using HTSeq-count to obtain the counts per gene, and then converted to RPKM (Read Per Kilobase of gene length per Million reads of the library)^95^. Then DESeq was used to identify differentially expressing genes (DEGs) after performing median normalization^96^. Quality control statistical analysis of outliers, intergroup variability, distribution levels, PCA and hierarchical clustering analysis was performed to statistically validate the experimental data. Multiple test controlling was performed with Benjamini–Hochberg procedure and adjusted p-value (Padj) was generated.

Three criteria have been used for selecting DEGs for the further analysis: expression levels (i.e. RPKM), fold-change (FC) and statistically significant DEGs (i.e. Pval or Padj). Selection criteria vary depending on cDNA library preparation. These selection criteria and their justifications and rationales are in the text. Venn diagrams were generated using https://bioinfogp.cnb.csic.es/tools/venny/. Genes were clustered according to biological processes using the PANTHER software (https://www.pantherdb.org/). Pathway analysis was performed with Ingenuity Pathway Analysis (IPA, Qiagen, CA).

### Quantitative real-time PCR

Quantitative real-time PCR (RT-PCR) was performed on independently isolated sensory neuronal fraction from mouse male and female TG and DRG using Percoll purification protocol (see above). Quantitative RT-PCR procedure has essentially been performed as described^90^. Briefly, cDNA from RNA was prepared using the Superscript III First Strand Synthesis kit (Invitrogen). Amplification of target sequences was detected on ABI 7,500 Fast RTPCR system (Applied Biosystems, Foster City, CA) using TaqMan Fast Universal PCR Master Mix. The reactions were run in triplicates of 25 μl. The endogenous control for each individual gene expression assay was mouse GAPDH with Mm03302249_g1 primers (ThermoFisher Sci.), which express equally in female and male DRG and TG neurons. Specific primers were Mm00658576_m1 for Cd74, Mm01700423_m1 for Islr, Mm01191753_m1 for Bgn, Mm00470429_g1 for Mxra8, Mm00435846_m1 for Pkib and Mm00547130_s1 for Arxes2. For quantitative analysis, comparative delta-delta Ct was used to normalize the data based on the endogenous reference, and to express it as the relative fold change, after the exclusion criteria were verified by comparing primer efficiencies^90^.

### Ethical approval and informed consent

All experimental protocols were approved by the UTHSCSA IACUC committee. Protocol numbers are 20150100AR and 20180001AR.

## Supplementary information

Supplementary Excel File 1.

Supplementary Excel File 2.

Supplementary Excel File 3.

Supplementary Excel File 4.

Supplementary Excel File 5.

## Data Availability

RNA-seq data has been deposited to GSE121645, GSE135909 and GSE153269. Supplementary excel files for the raw gene counts per gene in all of our sequencing experiments. These supplementary files are *Whole DRG (Female Vs Male)* for sequencing from whole DRG; *Hindpaw skin (Female vs Male)* for sequencing from epidermis and dermis layer of hindpaw skin; *DRG neurons by Percoll (Female vs Male)* for sequencing from Percoll purified DRG neurons; *TG neurons by Percoll (Female vs Male)* for sequencing from Percoll purified TG neurons; and *WGA-488+ (skin-thigh innerv) DRG neurons (Female vs Male)* for sequencing from a mix of DRG neurons innervating hindpaw skin and thigh muscle.

How the deposited data were processed for this re-analysis (not part of the article)

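RNA from whole DRG and from hind paw tissue of female and male C57BL/6J mice was measured in 12 RNA-seq libraries, with 3 libraries of each sex for each tissue. The tissue, sex and number of each library were taken from its title and source label. The Percoll enriched and back-labeled neuron preparations were not analysed here, nor were the biological processes that the paper assigned with PANTHER.

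The authors aligned the reads with TopHat2 and counted them on genes with HTSeq-count, and the deposited values are raw read counts per gene, without normalization or filtering. Each library lists 22609 gene symbols and 5 categories of reads that were not counted on a gene. The categories were left out of all tests. Between 6866545 and 13470783 reads per library were counted on genes, with a median of 10817522. Over all categories, a library lists between 33337191 and 53876627 reads, and the paper gives its depth as 30 to 50 Mbp. Counts of a gene vary between libraries by more than counting error, and the spread between the 3 libraries of a group sets the precision of each value, given as an SD. No 2 libraries of the same tissue and sex held the same counts, and the chi-square per degree of freedom between such libraries lay between 2.42 and 79.8.

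Gene positions and lengths came from the GENCODE annotation of mm9 (NCBIM37), matched by symbol. Of the 22609 symbols, 21677 were matched, 50 of them through another symbol of the same gene. The 932 symbols without a length have no RPKM and were not selected as DEGs, whatever their p-value. The chromosome was still known for 823 of those.

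Within each tissue, females were compared with males by the quasi-likelihood F-test of edgeR 4.0.16 in R 4.3.3, with median-of-ratios (RLE) factors, which correspond to the median normalization the paper names, and Benjamini-Hochberg adjustment over the tested genes. Genes with at least 10 counts in at least 3 of the 6 libraries were tested. Each standard error given is the absolute log2 fold change divided by the square root of the F statistic. It is an approximation derived from the test and was not estimated separately. The paper used DESeq, which was not run here. DEGs were selected by the paper's criteria, with RPKM above 1 taken in the sex with the higher mean. All genes on X and Y were deselected after testing. The paper defines RPKM by the reads of the library. RPKM was calculated here from the reads counted on genes, after scaling, and this reading was not fixed in advance. The alternative that uses all listed reads was added after seeing the data. The difference of the sex effect between the tissues was tested by the interaction of sex and tissue over the 12 libraries. Gene families and marker sets were tested with the directional fry rotation test of limma 3.58.1 on log2 CPM with a prior count of 2. A result for a single gene is the model's test, since an exact permutation test of 3 libraries against 3 cannot give a 2-sided p below 0.1.

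The genes named were set by a rule made in advance: every gene that the text, Fig. 1B or Fig. 2 of the paper names for these tissues, 5 genes of the X and Y chromosomes as a check of sex, and up to 5 further genes per tissue and direction with the largest change among those with an adjusted p-value below 0.05, an RPKM above 1 and no overlap between the sexes. A few further genes named in the closing section were chosen after seeing their values.

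The alternatives were DESeq2 1.42.0 (Wald test, without independent filtering), edgeR's exact test, TMM normalization, no filter on low counts (at least 1 count in total), all 12 libraries in a single fit, the replicate number as a block, CPM above 1 in place of RPKM, RPKM above 1 in both sexes, no expression criterion, the longest transcript as the gene length, deselection of 5 named X and Y genes only, and leaving out each library in turn. After seeing the data, 3 more were added: the level of skeletal muscle markers as a covariate, RPKM from all listed reads, and the p-values and fold changes of the paper's supplementary file. TMM moved the median log2 fold change by 0.0039 in whole DRG and -0.00089 in the hind paw. The labels do not state that libraries of the same number come from the same mouse or were handled together, and the block was an alternative only.

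The procedure was tested on simulated data with 200 changed genes of known size, drawn from the genes with more reads. The median absolute log2 fold change fitted for them was 2.01 in both tissues and 1.99 for the interaction. At an adjusted p-value below 0.05 the quasi-likelihood test recovered 200 of them in libraries modelled on whole DRG and 198 in libraries modelled on the hind paw, and the interaction test recovered 197. It also called 17, 9 and 7 unchanged genes in these runs. Changes near 2-fold and changes in genes close to the filter on low counts were not simulated. The runs therefore do not show how often such changes would be found.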

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

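The comparison of the sexes within each tissue and the interaction of sex and tissue were the main comparisons. TMM normalization, the replicate block and leaving out each library were alternatives set before the data were examined. The other tests in this part were chosen after the results were seen, except the test of the skeletal muscle markers between the sexes in the hind paw.

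The sex difference of Kcnk1 and of Hal differed between the 2 tissues in the test of the interaction of sex and tissue. The interaction was -1.32 on the log2 scale for Kcnk1 (standard error 0.16, adjusted p = 0.0275) and 1.49 for Hal (standard error 0.20, adjusted p = 0.0455), from edgeR's quasi-likelihood test. Kcnk1 had a log2 fold change of -1.30 in the hind paw and 0.02 in whole DRG, and Hal of 1.32 and -0.17. The direction held in all 6 hind paw libraries for both genes. With each of the 12 libraries left out in turn, both kept their direction and an unadjusted p-value of at most 3.71e-05. In 6 of these 12 fits, however, 0 genes had an adjusted p-value below 0.05, with at least 907 at an unadjusted p-value below 0.05, so the direction did not rest on a single library and the adjusted threshold did depend on the libraries. The adjusted p-values were 0.0290 and 0.0322 with TMM normalization. They were 0.195 and 0.0313 with a block for each sex and replicate number, shared by the 2 tissues. Of the 32 splits that part the female and male libraries of the same number in each tissue, 6 gave as many genes, the real split included. The 8 splits that keep the sexes of the hind paw apart gave between 1 and 8 genes, and the other 24 gave 0. A sex difference of the hind paw that whole DRG lacks is a candidate explanation. Regrouping the DRG libraries would leave such a difference in place, so the splits that do only that do not count against it, and the share of splits cannot tell it apart from the way the libraries happen to be grouped. Reads shared with paralogs and gene length were not tested for these genes.

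Kdm5c and Kdm6a lie on the X chromosome, which the paper set aside, and both were higher in females in both tissues; they were picked after their values were seen, as was Lars2. Kdm5c (X, 148667563 to 148709078) had a log2 fold change of 0.66 in whole DRG (adjusted p = 0.0174) and 0.58 in the hind paw (adjusted p = 0.0369), from edgeR's quasi-likelihood test. Kdm6a (X, 17739701 to 17857062) had 0.58 (adjusted p = 0.0413) and 0.75 (adjusted p = 0.0124). In each tissue, each of the 3 female libraries had a higher count than each of the 3 male libraries for both genes. Reads shared with the Y-linked copies Kdm5d and Uty were tested as an explanation: of the reads counted on a gene and its copy in female libraries, at most 0.0686% fell on the Y copy. Reads that align to both copies are counted on neither, and reads of the Y copy counted on the X copy would raise the males, so the test covers only a part of this explanation. Expression from both X chromosomes in females may remain as an explanation. Strain differences from the reference, reads lost to both copies and other ways to split the libraries were not tested for these genes, so the difference is not called biological.

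Genes that mark skeletal muscle, which the paper does not discuss, had reads in each library, above the smallest share the depth can show. They held up to 1.80% of the reads on genes in the hind paw (male library 2), where the lowest library had 0.401%, and up to 0.234% in whole DRG (male library 1), where the lowest had 0.0110%. These shares cover the 12 markers only. Ttn, which is also expressed in skeletal muscle and is outside the set, alone held between 1.15% and 5.79% in the hind paw. In whole DRG it held between 0.0146% and 0.457%. The methods state that the paw biopsies did not touch muscles. Muscle next to the dissected tissue is a candidate source. As a set, the markers had a fry p-value of 0.713 between the sexes in the hind paw, and the means of all 12 were higher in males. In whole DRG, 11 of the 12 had a higher mean in males, with a median log2 fold change of -1.01 and a fry p-value of 0.582. The 7 whole DRG genes selected as higher in males besides Penk include Tnni2, which is in this set, and Casq1 and Myl1, which are also expressed in skeletal muscle. The rest of the 7 are Hfe2, Mylk4, Rpl3l and Txlnb. Those outside the set are named here after their values were seen. The source itself was not tested, and the design gives no condition that would explain the spread within a sex.

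Lars2 held 1.30% of the reads on genes in male hind paw library 2 and between 0.00244% and 0.0386% in the other 11 libraries. The paper does not discuss this gene. Reads of repeated sequence left in the library were tested as an explanation. If they were the source, the 2 libraries with the largest share of reads aligned to more than 1 place would be the 2 with the most Lars2 reads in each tissue. This held in 0 tissues. The single library with the largest share of such reads was nevertheless the highest in Lars2 in each tissue, male library 2 in the hind paw and female library 1 in whole DRG, so the rule of 2 libraries does not exclude this explanation. No biological explanation was tested, and the source remains open.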

How the results depend on the processing

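All alternatives were set before the data were examined, except the muscle marker covariate, RPKM from all listed reads, and the supplementary file's p-values and fold changes, which were chosen after seeing the data. The cause was not tested for any of the changes below.

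The number of whole DRG DEGs at the unadjusted p-value, 38, was 70 with edgeR's exact test, 86 without the filter on low counts, 70 with CPM in place of RPKM, 70 with no expression criterion and 20 with RPKM above 1 in both sexes. It was 18 with the muscle covariate, 15 with RPKM from all listed reads and 15 with the supplementary values. The 6 fits that each left out a library gave from 13 to 110. With DESeq2, TMM, all 12 libraries in a single fit, the replicate block, the longest transcript or 5 deselected genes, it stayed between 28 and 55.

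At the adjusted p-value, whole DRG had 0 DEGs, with 828 genes at an unadjusted p-value below 0.05. DESeq2 gave 2, and the exact test and the supplementary values each gave 1. The other alternatives, including each fit without a library, gave 0.

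The 143 hind paw DEGs at the unadjusted p-value became 68 with RPKM above 1 in both sexes and 58 with RPKM from all listed reads, and lay between 115 and 204 under the other alternatives. Leaving out each library gave from 125 to 162.

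The 9 hind paw DEGs at the adjusted p-value became 60 with DESeq2, 73 with the exact test, 17 without the filter on low counts, 32 with all 12 libraries in a single fit, 3 with the replicate block, 113 with the muscle covariate, 54 with the supplementary values, and from 0 to 6 without each library. The other alternatives gave from 9 to 11.

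The 2 genes with an interaction of sex and tissue became 36 with DESeq2, 4 without the filter on low counts, 1 with the replicate block and from 0 to 4 over the 12 fits without a library, with at least 907 genes at an unadjusted p-value below 0.05 in each of those fits.

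The keratin families kept their direction under each alternative run and lost their side of the threshold with the replicate block, with p-values of 0.103 for both families, 0.0742 for Krt and 0.134 for Krtap. Leaving out each library gave p-values from 0.0288 to 0.104 for both families, from 0.0347 to 0.0674 for Krt and from 0.0256 to 0.159 for Krtap. The chemokine and interleukin ligands stayed below 0.05 in each of these settings.

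For the genes named singly, no alternative reversed a direction. Under the alternatives set in advance, 20 of 422 results changed sides of the threshold, 17 weaker and 3 stronger. Leaving out a library changed 33 of 408, 30 weaker and 3 stronger. The muscle covariate changed 3 of 69, 1 weaker and 2 stronger.

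Depth limits the genes near the RPKM criterion, where a group mean rests on few reads per library, as in Rhag and Il7r in whole DRG. Male hind paw library 2, with the fewest reads on genes, is the shallowest.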

Differences from the paper's values

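No test was run on the differences in this part.

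The paper's number of whole DRG DEGs is 14, and the number here is 38. Of the alternatives set before the data were examined, RPKM above 1 in both sexes gave 20 and leaving out female library 1 gave 13, which fall within the margin used for counts, a factor of 1.5; the others did not. Among those chosen after seeing the values, the muscle marker covariate gave 18, and RPKM from all listed reads and the supplementary file's p-values and fold changes each gave 15. With the same change of the RPKM, the hind paw had 58 DEGs against the paper's 142.

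For whole DRG, the paper gives 1 male-selective DEG, and 8 were selected here. None of the alternatives closed the gap, and the nearest was the replicate block with 2.

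The paper gives 1 whole DRG DEG at the adjusted p-value, Mpo, and 0 were selected here, with 828 genes at an unadjusted p-value below 0.05. Of the alternatives set before the data were examined, edgeR's exact test gave 1 gene, and the others gave 0 or, with DESeq2, 2. The supplementary file's values, chosen after seeing the values, also gave 1. The adjusted p-value of Mpo itself is 6.93e-05 in the paper's supplementary file and 0.376 here. The nearest alternative was edgeR's exact test with 1.88e-04, and none of the alternatives set before the data were examined came within the margin.

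In the hind paw at the adjusted p-value, the paper gives 18 female-selective and 33 male-selective DEGs, and 4 and 5 were selected here. For the female-selective DEGs, DESeq2 gave 24 and all 12 libraries in a single fit gave 12, both set before the data were examined and within the margin; the others were not. For the male-selective DEGs, DESeq2 gave 36 and edgeR's exact test gave 45, and the others were not within the margin. The supplementary file's values, chosen after seeing the values, gave 14 and 40.

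The paper lists genes as DEGs that were not selected here. In whole DRG these are Il7r, with a mean RPKM of 0.807 in females, Rag1, with 0.487, and Alas2, which the annotation places on the X chromosome and which the deselection of X-linked genes removes. In the hind paw they include Il6, with an unadjusted p-value of 0.0942, Krt25, with an unadjusted p-value of 0.0576, and Krtap10-10, which has no length in the annotation. They also include Ccl7, Tnfaip3 and Mgl2, with log2 fold changes of 0.98, 1.00 and 0.92, each under 2-fold. The paper's supplementary file gives fold changes of 1.94 for Ccl7, 1.98 for Tnfaip3 and 1.92 for Mgl2. These are under the paper's own criterion of 2 as well, so the processing here did not remove them. The paper names Penk as the sole male-selective DEG in whole DRG, and 7 others were selected here. The paper links the male-selective hind paw DEGs at the adjusted p-value to keratinocyte functions; of the 5 selected here, 0 were Krt or Krtap genes, against 40 at the unadjusted p-value and 13 with DESeq2 at the adjusted p-value, and Rptn, with an adjusted p-value of 0.0151, is among the epidermal genes of the paper's Fig. 2B. The functions of the genes were not analysed here.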

Other observations

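In this part, the tests of the bone marrow, immediate early, hair follicle and neutrophil markers were set before the counts were examined. The others were chosen after the result was seen. When the markers were listed, the top of the paper's supplementary gene lists had already been seen, but none of the markers. Further down, the hind paw list holds some of the hair follicle markers.

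For the female-predominant genes in whole DRG, bone marrow cells carried into the female libraries were tested as an explanation with 12 marker genes, of which 10 had a higher mean in females (a fry p-value of 0.327 as a set). Handling of the mice or tissue was tested with 14 immediate early genes, of which 11 had a higher mean in females (a fry p-value of 0.323). For the female-predominant hind paw genes, more neutrophils in the female biopsies were tested with 4 marker genes that passed the filter out of 10 (a fry p-value of 0.198), and all 4 had a higher mean in females, with a median log2 fold change of 0.43. None of these 3 sets had a p-value below 0.05.

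For the keratin and keratin associated protein genes that were higher in male hind paw, more hair follicle tissue in the male biopsies was tested with 11 follicle markers outside both families. All 11 had a higher mean in males, with a median log2 fold change of -0.58 and a fry p-value of 0.0276. Of these markers, 4 (Padi3, Prr9, Tchhl1 and Vsig8) were themselves selected as DEGs. A difference in the amount of hair follicle tissue between the biopsies may therefore underlie these genes, through where or when in the hair cycle a biopsy was taken or through a difference between the sexes, and these cannot be told apart here. The depth of the biopsy was tested with the muscle marker level of each library as a covariate. The median log2 fold change of the 40 selected keratin and keratin associated protein genes was -2.30 with the covariate and -2.52 without it, and 39 of the 40 were still selected. These genes were chosen by the same selection, so this alone does not rule the depth of the biopsy out. Male library 3 (1.45% muscle markers) had a mean Krtap level of 1.16, and female library 3 (1.41%) had -0.39. Male library 1 (0.415%) had 0.35, against -1.93 in female library 2 (0.401%) and -0.63 in female library 1 (1.01%). The Krt genes had the same directions. These values argue against the muscle marker level alone as the source of the sex difference in both families. Within each sex, the mean level of the Krt genes and of the Krtap genes rose in the same order of libraries as the share of muscle markers (1, 3, 2 in males and 2, 1, 3 in females), an order noticed after the values were seen.

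Other splits of the 6 libraries of a tissue were compared with the split by sex. Libraries of the 2 sexes share the numbers 1 to 3, and the split by sex parts all 3 pairs of the same number, as 4 of the 10 splits do. Among these 4, 3 splits of whole DRG gave as many DEGs at the unadjusted p-value and 4 as many at the adjusted p-value, where the count was 0 with 828 genes at an unadjusted p-value below 0.05. For the hind paw, 1 split gave as many at the unadjusted and 1 at the adjusted p-value, the split by sex itself. With 4 splits the share cannot fall below 0.05 whatever the data, so this comparison cannot settle whether the grouping of the libraries accounts for a count. The 3 other splits of this kind gave 22, 46 and 92 DEGs at the unadjusted p-value in whole DRG, against 38, and 8, 52 and 58 in the hind paw, against 143. Of all 10 splits, 9 and 10 gave as many in whole DRG, and 2 and 1 in the hind paw, where the other 9 splits gave 0 DEGs at the adjusted p-value. The other 6 part 1 pair only. One of them, with male library 1 and female libraries 1 and 2 on one side, gave 283 DEGs in the hind paw at the unadjusted p-value. It parts the 3 hind paw libraries with the lowest share of muscle markers from the 3 with the highest.

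Libraries of the same number were compared with libraries of different numbers, since a shared number can mark a shared mouse or batch. The mean correlation across genes, after the mean of each group was removed, was -0.18 for females and males of the same number in whole DRG against 0.09 for different numbers, and -0.05 against 0.03 in the hind paw. Between the tissues it was -0.14 against 0.07 in males and 0.07 against -0.04 in females. Genes are not independent replicates, and no test was made.

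A few genes outside those the paper discusses were noticed in the data and are given as values, without an explanation. In whole DRG, female library 1 stood apart from the other 5 libraries in several genes that interferons are known to induce. Iigp1 had 1904 normalized counts in it against 100.1 to 184 in the others. The normalized counts in this library were 2606 against 184 to 584 for Gbp2, 1133 against 131 to 268 for Irgm1 and 298 against 12.5 to 22.6 for Cxcl9. The same library was the highest for genes expressed in fat tissue, with 324 against 44.2 to 88.6 for Adipoq, 1288 against 149 to 223 for Cfd and 1657 against 226 to 496 for Car3. Iigp1, Cxcl9, Cfd and Car3 are among the 30 female-predominant DEGs. The predicted gene Gm8298 on chromosome 3 had 41.7, 42.8 and 60.8 normalized counts in the male hind paw libraries and 0 in the female hind paw libraries and in all whole DRG libraries. Its adjusted p-value was 0.0151 from edgeR's quasi-likelihood test, and without a length it was not selected as a DEG.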
